# Tert-Butylhydroquinone (TBHQ) Suppresses LPS- and Poly (I:C)-Induced RAW 264.7 Macrophage Activation Through Reduced NF-κB/Type 1 Interferon and Enhanced Antioxidant-Related Pathways

**DOI:** 10.3390/toxics13100883

**Published:** 2025-10-16

**Authors:** Alyssa M. Whisel, Charles D. Rice

**Keywords:** TBHQ, macrophage activation, oxidative stress, immunotoxicology, inflammation

## Abstract

The global demand for processed foods has increased reliance on synthetic phenolic antioxidants (SPAs), including tert-butylhydroquinone (TBHQ), a widely used additive to prevent lipid oxidation and extend shelf life. TBHQ is considered safe at present regulated levels; however, studies suggest potential adverse effects, including oxidative stress, genotoxicity, and impacts on immune function, raising concerns about human health and ecological risks. Herein, we investigated the immunomodulatory effects of TBHQ on RAW 264.7 murine macrophages pre-exposed to 0.1, 1, and 5 µM TBHQ and then stimulated with lipopolysaccharide (LPS) or polyinosinic-polycytidylic acid (poly I:C, PIC) to model bacterial and viral immune challenges. We then used functional assays and transcriptomic profiling to assess inflammatory responses and oxidative stress signaling. TBHQ reduced nitric oxide production and IL-10 secretion at the highest non-cytotoxic dose, and enhanced phagocytosis and IL-6 secretion at the lowest concentrations. Overall, transcriptomics revealed significant downregulation of proinflammatory pathways and induction of glutathione and xenobiotic metabolism. Pre-treatment with TBHQ increased gene transcript counts of key metabolic genes/transporters such as *Cbr3*, *Adh7*, *Gstp1/3*, *Gsta3*, *Hmox1* and *Gclm*. Following treatment with LPS or PIC several genes for classical proinflammatory chemokines and cytokines such as *Cxcl2*, *Ccl2*, *Ccl12*, *Acod1*, *Ptgs2*, *Nos2*, and *Il6* were downregulated. Genes involved in NF-κB signaling, such as *Nfkbia*, *Nfkb1*, and *Ikbke* were also downregulated. Our study suggests that the induction of Nrf2-related antioxidant pathways by TBHQ is the main driver for reduced inflammatory signaling in macrophages.

## 1. Introduction

The current world population is projected to reach 9 billion by 2050 [1]. Meeting the demands of a growing population requires large-scale food production, which is tightly regulated to ensure safety and quality [2]. Historically, food safety has focused on preventing contamination from pathogenic microorganisms; however, the concept now extends to chemical additives that influence the color, flavor, and shelf life of food products, as well as to improve organoleptic properties [2,3]. Additionally, the increasing consumption of pre-packaged and ready-to-eat foods has led to the widespread use of additives to enhance palatability and prevent spoilage [4].

Among food additives, synthetic phenolic antioxidants (SPAs), such as butylated hydroxyanisole (BHA), butylated hydroxytoluene (BHT), and tert-butylhydroquinone (TBHQ), are commonly used to prevent oxidative deterioration and extend product shelf life [5]. These synthetic antioxidants are recognized for being highly efficacious, chemically stable, and cost-effective, and they may be viewed more favorably than their natural antioxidant counterparts [6,7]. Mechanistically, SPAs function via scavenging free radicals, thereby delaying oxidation and preserving the organoleptic properties of food products [8]. Among these, TBHQ exhibits the most potent antioxidant activity and chemical stability [9,10]. It is designated as “Generally Recognized as Safe” (GRAS) by the U.S. Food and Drug Administration (FDA), with a maximum allowable concentration of 0.02% relative to the fat/oil content of the food product. The Joint FAO/WHO Expert Committee on Food Additives (JECFA) reported an Acceptable Daily Intake (ADI) of TBHQ to be 0–0.7 mg/kg body weight [11,12]. Despite regulatory parameters, recent concerns have arisen over potential excess consumption and/or overexposure, particularly since TBHQ is a primary metabolite of the carcinogen BHA, which compounds the risk of cumulative exposures [7,13]. Other applications of TBHQ can include food packaging, cosmetics and personal care products, and industrial resins, raising questions about unintended ecological and environmental exposure [14,15,16,17].

Early toxicological evaluations of TBHQ raised concerns over potential genotoxicity and dose-dependent effects [18]. The U.S. National Toxicology Program (NTP) evaluated TBHQ and it concluded that it had no carcinogenic activity in rodents following oral exposure, although higher doses were associated with reduced body weight, sex-dependent reproductive alterations, and increased nasal epithelial hyperplasia [19]. TBHQ exhibited limited genotoxicity, with negative results in the Ames test, but showed evidence of chromosomal aberrations and increased sister chromatid exchange in a metabolically active in vitro model [19]. Oral administration is the most common route of exposure TBHQ [7], and is metabolized into its quinone derivative, tert-butyl benzoquinone (TBBQ), via oxidation and conjugation before the majority of the compound is excreted through the urine [7]. More recent studies have expanded toxicity assessments to zebrafish embryos and larvae [20,21,22,23] and hepatocytes [24], linking effects to activation of the master antioxidant regulator Nrf2 [25,26,27,28,29,30]. Moreover, TBHQ has also been identified as a potential aryl hydrocarbon receptor (AHR) agonist [31].

Although TBHQ is a potent antioxidant for the food and packaging industry, in living systems, it induces oxidative stress by activating the Keap-1/Nrf2 pathways and other electrophilic mechanisms [30,32,33,34]. The effects of TBHQ on the immune system remain understudied. Existing studies have largely focused on natural killer (NK) cells [30] and T cells [25,28,29], suggesting possible effects on both innate and adaptive immunity. As a target organ, the immune system is a distributed defense network that relies on epithelial barriers and resident sentinel immune cells, such as macrophages, to detect and respond to pathogens [35]. Tissue resident macrophages are derived from circulating monocytes and are phagocytic leukocytes that play a central role in innate immunity by engulfing pathogens, clearing apoptotic cells, and releasing cytokines to orchestrate inflammation [36,37]. They also serve as antigen-presenting cells, bridging innate and adaptive immunity [38]. To our knowledge no studies to date have directly evaluated the immunotoxic potential of TBHQ in macrophages, representing a critical gap in its broader health ecological impacts.

In this study, we investigate the immunomodulatory effects of TBHQ using RAW 264.7 macrophages as an in vitro model. We tested the hypothesis that exposure to TBHQ would inhibit inflammatory signaling and this would be reflected in reduced basic macrophage functions and transcriptomic profiles. We also tested the hypothesis that pre-exposure to TBHQ treatment would induce oxidative stress through Nrf2 activation directly or contribute to inflammation-related oxidative stress and suppress inflammatory responses. Our approach was to first pre-expose macrophages to TBHQ and then stimulate with lipopolysaccharide (LPS) or polyinosinic-polycytidylic acid (poly I:C, PIC), to model Gram-negative bacterial and viral challenges, respectively, and to evaluate changes in inflammatory responses due to exposure. Second, we examined transcriptomic responses in macrophage pre-exposed to TBHQ for 4 h and compared these transcripts to cells also stimulated with LPS or PIC for 12 h following the 4 h TBHQ treatment. This experimental design was chosen to reveal the oxidative stress transcriptome at the time of activation by the model stimulants. While ongoing efforts aim to identify natural products and small-molecule pharmaceuticals that reduce inflammation by activating Nrf2 pathways under controlled conditions [39,40], the unwanted effects of environmental inducers of this pathway, like TBHQ, may suppress normal and essential inflammatory processes. The findings from this study aim to fill existing gaps in TBHQ immunotoxicity and contribute to a more comprehensive understanding of TBHQ safety and risk assessment.

## 2. Methods and Materials

### 2.1. Cell Culture

RAW 264.7 murine macrophages (ATCC TIB-71) at passage three were cultured in T-75 flasks (FB012937, Fisher Scientific, Pittsburg, PA, USA) at 37 °C with 5% CO_2_. Cells were grown in Dulbecco’s Modified Eagles’s Medium (DMEM; 15-018-CV, Corning, Manassas, VA, USA) supplemented with 10% bovine fetal bovine serum (FBS; 35-010-CV, Corning, Woodland, CA, USA), 1% nonessential amino acids (NEAA 100×; 11-140-050, Gibco, Carlsbad, CA, USA), 1% sodium bicarbonate (61-065-RO, Cellgro, Manassas, VA, USA), 1% penicillin-streptomycin-glutamine solution (P/S-G 100×; 10-378-016, Gibco, Carlsbad, CA, USA), 20 µg/mL gentamycin sulfate (BP918-1, Fisher BioReagents, Fair Lawn, NJ, USA), and 10 µg/mL nystatin (BP2949-5, Fisher Scientific, Fair Lawn, NJ, USA). Complete media was supplemented with L-glutamine (G-5763, Sigma, St. Louis, MO, USA) for a final concentration of 4 mM.

### 2.2. Chemicals/Treatments

Tert-butylhydroquinone (TBHQ; 150820050, Thermo Scientific Chemicals, Fair Lawn, NJ, USA) was diluted in anhydrous DMSO (276855-100ML, Sigma-Aldrich, St. Louis, MO, USA) to a stock solution of 10^−2^ M and stored at −20 °C 1 week prior to use. Lipopolysaccharide (LPS) from *Escherichia coli* O127:B8 (L3129-10MG, Sigma-Aldrich, St. Louis, MO, USA) was diluted in water to a stock solution of 1 mg/mL and stored at −20 °C 7 2 weeks prior to use. Polyinosinic-polycytidylic acid (poly I:C, PIC) sodium salt (61401S, Cell Signaling Technology, Danvers, MA, USA) was diluted in sterile water to a stock solution of 5 mg/mL and stored at −20 °C 2 weeks prior to use. For experiments using microtiter assays, RAW264.7 macrophages were seeded into 96-well plates (3595, Costar, Kennebunk, ME, USA) at 10^5^ cells per well in 100 µL of phenol-free DMEM media (17-205-CV, Corning, Manassas, VA, USA). For assays using larger culture approaches, RAW264.7 cells were seeded in twelve 6-well plates (353846, Corning, New York, NY, USA) at 2 × 10^5^ cells per well in 3 mL of complete media.

### 2.3. Initial Dose-Dependent Screening Assays to Determine TBHQ Cytotoxicity

Cellular respiration as an indication of cytotoxicity was measured by the MTT (3-[4,5-dimethylthiazol-2-yl]-2,5-diphenyltetrazolium bromide) assay using standard protocols [41]. Macrophages were plated into 96 well Costar plates at 10^5^ cells per well in 100 μL of DMEM media. After 4 h of incubation at 37 °C for adherence, TBHQ and DMSO carrier control (0.01% final) were added in triplicate over serial dilutions beginning with 10 μM per well in a total volume of 200 μL, and the plates incubated for 24 h followed by processing for optical density.

A colorimetric inducible nitric oxide synthase (iNOS) assay was used to screen for dose-dependent effects of TBHQ treatment on basic macrophage functions to compare with the cytotoxicity assays. Procedures for the assay followed standard protocols [42]. Cells were co-treated with TBHQ and the model stimulants LPS and PIC using the following approaches. Wells containing cells were pre-treated with serial dilutions of 10 µM TBHQ in a final volume of 200 µL for a 4 h period based on studies by others [43,44], followed by 22 µL of LPS or PIC at a final concentration of 0.1 µg/mL or 20 µg/mL PIC, respectively, for 20 h. Cytokine secretion and a phagocytosis assay were also used to determine dose-dependent toxicities, and based on the MTT and iNOS assay, these two functions were examined at concentrations of 0.1, 1, or 5 µM TBHQ.

Mouse IL-6 (431304) and IL-10 (431414) ELISA MAX^TM^ Deluxe Sets (BioLegend, San Diego, CA, USA) were used to quantify cytokine secretions in macrophage supernatants after 24 h treatment using the manufacturer’s protocol. Cytokine concentrations were interpolated from standard curves and expressed relative to the positive controls (LPS- or PIC-stimulated macrophages). Macrophage phagocytosis of Fluoresbrite™ carboxylate YG 1.5 µm microspheres (#09719, Polysciences, Warrington, PA, USA) was assessed after the above 24 h treatment as previously described [41].

Subsequent studies for RNA sequencing and related protein validation were carried out after 12 h exposure using 0 and 5 µM TBHQ.

### 2.4. RNA Isolation for Bulk RNAseq Analysis

For RNA sequencing experiments, RAW 264.7 macrophages were seeded in twelve 6-well plates (353846, Corning, New York, NY, USA) at a density of 2 × 10^5^ cells per well in 3 mL of complete medium for 4 h for adherence beginning at noon. The experimental design included six treatment groups with three biological replicates. In the control group macrophages received no further treatment. In the second group macrophages were treated at 4:00 p.m. with 5 µM TBHQ and incubated for 4 h, and this group served as the baseline for transcriptomic profile analysis at the time of further treatments. The remaining four treatment groups were stimulated with either 0.1 µg/mL LPS (group 3) or 20 µg/mL PIC (group 4), or 5 µM TBHQ for 4 h and either LPS (group 5) or PIC (group 6) for an additional 12 h. Following treatment, media was removed from wells and cells were lysed in 1 mL TRI Reagent (R2051A, Zymo Research, Irvine, CA, USA). Lysates were immediately stored at −80 °C for 5 days prior to RNA extraction.

### 2.5. Sample Preparation and mRNA Sequencing

Total RNA was isolated using the Direct-zol RNA Miniprep Kit (R2051A, Zymo Research, Irvine, CA, USA) according to the manufacturer’s protocol. The samples were thawed at room temperature prior to processing. Briefly, an equal volume of 100% ethanol was added to each lysate in TRI Reagent, mixed thoroughly, and applied to the spin column. After centrifugation, the flow-through was discarded, and the bound RNA was treated with DNase and washed before elution in DNase/RNase-free water.

From this point all samples were processed by Novogene Corporation, Inc. (Sacramento, CA, USA). Messenger RNA (mRNA) was purified via poly(A)-tail enrichment, and strand-specific libraries were constructed. Library concentration was quantified via Qubit and real-time PCR, and fragment size distribution was assessed by Agilent Bioanalyzer (Agilent Technologies, Inc., Santa Clara, CA, USA). Quantified libraries were then sequenced on an Illumina NovaSeq X Plus (Illumina, Inc., San Diego, CA, USA) using a paired-end 150 run (2 × 150 bases). Sequencing depth was approximately 6 GB per sample.

### 2.6. RNAseq Data Analysis

Initial quality control, read alignment to the *Mus musculus* reference genome (GRCm38/mm39), transcript assembly, and normalization using fragments per kilobase of transcript per million mapped reads (FPKM) were performed by Novogene Corporation, Inc. (Sacramento, CA, USA).

Principal component analysis (PCA) was used to assess sample clustering and variability. Differential gene expression (DGE) analysis was conducted using the DESeq2 package in R on raw count data. Unless otherwise specified, genes were considered significantly differentially expressed if both the *p*-value and false discovery rate (FDR) were <0.01 and the absolute log2 fold change (|log_2_FC|) exceeded 2.

Treatment-specific gene expression profiles were evaluated via two-way Venn diagrams generated between treatment groups (LPS vs. LPS + TBHQ and PIC vs. PIC + TBHQ), based on DGE thresholds. To identify biologically relevant gene expression patterns, Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analysis was performed via kegga package. Additional data visualization was conducted in R, where dot plots of enriched KEGG pathways were constructed using ggplot2 and dplyr. Heatmaps displaying gene-level expression changes were created using the Morpheus web interface (Broad Institute, Cambridge, MA, USA; https://software.broadinstitute.org/morpheus) URL (last accessed on 9 July 2025). All bar graphs depicting either total DGE numbers or normalized FPKM expression values for specific genes of interest were composed in GraphPad Prism 10.

### 2.7. Western Blotting for Protein Expression in Comparison to RNAseq Data

RAW 264.7 cells were seeded in twelve 6-well plates (353846, Corning, New York, NY, USA) at 2 × 10^5^ cells per well in 3 mL of complete media. Cells were treated as described for RNAseq experiments. After treatment, cells were harvested by scraping and centrifuged at 1160 RPM for 10 min. Pellets were lysed in 1× NP-40 buffer (#FNN0021, Invitrogen, Vienna, Austria) containing protease inhibitors Halt Protease and Phosphatase Inhibitor Cocktail (100×; #78440, Thermo Scientific, Rockford, IL, USA), 200 µM 4-(2-Aminoethyl) benzenesulfonylfluoride (AEBSF HCl; #AG-CR1-3610-M250 AdipoGen Life Sciences, San Diego, CA, USA), and 200 µM phenylmethylsulfonyl fluoride (#800263, MP Chemicals, CA, USA). Lysates were vortexed, sonicated, and protein concentration was quantified via BCA assay. Lysates were diluted to a common protein concentration, and sample buffer (6×; J61337.AC, Thermo Scientific, Ward Hill, MA, USA) was added, and samples were boiled for 5 min.

Thirty-five µg of protein was loaded per lane on pre-cast 4–20% SDS-PAGE gels (456–8094, BioRad Laboratories, Hercules, CA, USA) and electrophoresed at 200 V. Proteins were transferred to nitrocellulose membranes (10600003, Cytiva, Darmstadt, Germany) at 100 V for 1 h. Membranes were then blocked overnight at 4 °C in 3% BSA (IgG-free, protease free. #001-000-4162, Jackson ImmunoResearch labs, West Grove, PA, USA). Primary antibodies against inducible nitric oxide synthase (iNOS; 610328, BD Transduction Laboratories, Franklin Lakes, NJ, USA), cyclooxygenase 2 (COX-2; 160126, Cayman Chemical, Ann Arbor, MI, USA), and β-actin (66009-1-Ig, Proteintech, Rosemont, IL, USA) were added at recommended dilutions in PBS-TW20. A monoclonal antibody was generated in house against the synthetic peptide DTFYGHWRKPLSQE mapping to residues 404–417 of mouse ACOD1 (accession # NP_032418.1) and used as confluent hybridoma supernatants diluted 1:5 in PBS-TW20. The details of immunogen selection, immunizations, hybridoma production and cloning, and antibody characterization are available in Supplemental (Materials and Methods, Table S1) based on previous procedures [45,46]. The synthetic peptide and hybridoma/mAb (mAb AW-12) and quantitative antigen-binding data are under the intellectual property management of the Clemson University Research Foundation, and the three CDRs have been submitted as an invention disclosure for further patenting and commercialization.

Membranes were incubated with antibodies at room temperature for 2 h while gently rocking. Membranes were washed with PBS-TW20 3 × 10 min, followed by secondary antibody incubation with rabbit anti-mouse IgG-AP diluted 1:2000 in PBS-TW20 (#AB6729, Abcam, Waltham, MA, USA) or goat anti-rabbit IgG-AP (ThermoFisher, #A-10931) diluted 1:2000 for 1.5 h while gently rocking. After multiple washings with PBS-TW20 the blots received NBT-BCIP developing solution (Thermo-Scientific™: PI34042). Blots were visualized via ChemiDoc™ MP Imaging System (BioRad) and band densities were quantified using ImageJ (Fiji version) software [47].

### 2.8. Statistical Analysis

All statistical analyses were performed using GraphPad Prism 10 (GraphPad Software, San Diego, CA, USA). For percentage data, values were transformed prior to analysis. Shapiro–Wilk tests for homogeneity of variances and Brown-Forsythe tests for normality were used to validate the use of parametric statistics. One-way analysis of variance (ANOVA) was then used, followed by a Tukey test to compare treatment groups. Statistical significance thresholds were preset with an α = 0.05. All the assays were conducted with three biological replicates. Statistical analyzes related to transcriptomic data, including differential gene expression and enrichment analyses, were conducted separately as described in data analysis.

## 3. Results

### 3.1. Cytotoxicity Assays

TBHQ at levels of 5 µM and below was not cytotoxic at 24 h (Supplemental Data, Figure S1). Initial iNOS activity assays to determine appropriate ranges of treatment levels in biological assays used serial dilutions of 5 µM, which resulted in reduced activities induced by LPS and PIC over a 24 h period (Figure 1A). Under TBHQ treatment and LPS stimulation, 2.5 µM and 5 µM doses reduced iNOS activity compared to untreated cells. However, under TBHQ treatment and PIC stimulation, only 5 µM dose reduced iNOS activity. Notably, LPS stimulation produced a larger output of nitrite compared to PIC in RAW 264.7 cells under the conditions of this study. Subsequent experiments to further determine effects of TBHQ on basic macrophage functions used fixed levels of 0, 0.1, 1, and 5 µM.

### 3.2. TBHQ Suppresses Proinflammatory Properties of Activated RAW 264.7 Macrophages

Macrophage phagocytosis was also tested, as this is one of the key innate immune functions of the cell type. Macrophages showed increased phagocytic activity at the low (0.1 µM) dose of TBHQ under both LPS- and PIC-stimulated conditions after 24 h of culture (Figure 1B). Exposure to 1 µM and 5 µM did not significantly impact phagocytic activity in activated cells.

Collected supernatants were screened for proinflammatory cytokine secretion using commercially available enzyme-linked immunosorbent assays (ELISAs) against IL-6 (Figure 1C), a classical pro-inflammatory product, and IL-10 (Figure 1D), a classical anti-inflammatory product. LPS-stimulated IL-6 levels increased in cells exposed to 0.1 µM and 1 µM concentrations of TBHQ, but levels were suppressed in cells treated with 5 µM. Similar results were noted when stimulated with PIC, however the highest concentration of TBHQ did not reduce IL-6 expression. On the other hand, anti-inflammatory signaling by IL-10 was minimal. Under LPS simulated conditions, 1 µM and 5 µM doses of TBHQ reduced IL-10 secretion, whereas PIC stimulated conditions saw a slight increase at the 0.1 µM TBHQ before decreasing in 5 µM-treated cells.

### 3.3. LPS- and PIC-Stimulated Macrophages Show Reduced Differential Gene Expression When Exposed to TBHQ

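The transcriptome was measured in a mouse macrophage cell line in 6 conditions with 3 libraries each. LPS, the bacterial stimulus, was given at 0.1 µg/mL and PIC, the double-stranded RNA mimic Poly(I:C), at 20 µg/mL, and TBHQ (tert-butylhydroquinone) at 5 µM. mRNA was selected by its poly(A) tail, and strand-specific libraries were sequenced in paired-end runs. The authors deposited raw counts per gene, which carry no normalization, and FPKM, which they normalized by gene length and library total. In every library the authors' FPKM equalled the FPKM recomputed from that library's counts and total multiplied by 1 constant, so a further scaling of the libraries that the paper's text does not name is already in these values. The constant lay between 0.943 and 1.12 and took nearly the same value in the replicates of a condition. The files list 56748 genes by Ensembl identifier, symbol and position, of which 27701 had at least 1 count in a library. Of 52036 identifiers shared with the GENCODE annotation of GRCm38, 50588 had another start, so the positions given beside a gene are those of the authors' files and not those of GRCm38.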

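Between 14423390 and 18851626 fragments per library were counted on genes, with a median of 15742337. The median was 15410984 in the control, 16112546 with TBHQ, 14432272 with LPS, 15502461 with PIC, 16624933 with LPS + TBHQ and 16212079 with PIC + TBHQ. At these depths 3 counts, taken as the smallest signal, corresponded to 0.159 to 0.208 CPM (counts scaled to a common library total), which covers counting error only. The 10 genes with the most counts took 5.83% to 6.90% of a library, and mitochondrial genes took 1.67% to 2.18%. Counts were normalized by the TMM method, genes with too few counts were removed with filterByExpr, and the 13691 remaining genes were tested with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment in 1 fit over the 18 libraries. A gene was called against the control at an FDR below 0.01 and a |log2FC| above 2, the threshold the paper states. A comparison between stimulated cells with and without TBHQ was called at an FDR below 0.05 without a limit on the fold change. The paper names DESeq2 for its DGE analysis, and DESeq2 was run beside edgeR as an alternative. Standard errors given with a log2FC come from the spread of the replicates' log2 CPM. They are not the errors of the edgeR estimate beside them. With 3 libraries in a group they are themselves uncertain, and at few counts they can be smaller than counting error alone.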

Herein we examined transcriptomic responses in macrophages pre-exposed to TBHQ for 4 h and compared these transcripts to cells also stimulated with LPS or PIC for 12 h following TBHQ treatment (Figure 2). Untreated cells served as the control. 

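The 3 control libraries held 14599770 to 15932183 counts, and 19329 to 19526 genes had at least 1 count in each. Their log2 CPM had a median SD of 0.0665 per gene, and across the 6 conditions that median lay between 0.0640 and 0.0782. TBHQ alone was harvested at the end of the 4 h exposure, whereas the stimulated cells were harvested after a further 12 h. A library of cells kept for that longer time with TBHQ and no stimulus was not analysed here, and the legend of Figure 2 and the footnote of Table 1 place the control in the 12 h design. The comparison of TBHQ with the control therefore holds a difference in harvest time beside that in TBHQ. The paper's methods also give the TBHQ stock as dissolved in DMSO and the sequenced control as otherwise untreated. The carrier may therefore differ as well, here and between stimulated cells with and without TBHQ.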

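For the PCA, FPKM values were taken as log2(FPKM + 1), and the 11137 genes with a mean FPKM of at least 1 were centred without scaling. The first component held 60.9% of the variance and the second 9.06%. The 18 pairs of replicates lay 22.5 to 25.2 apart over all genes (Euclidean distance), with a median of 23.6. Libraries of different conditions lay 30.4 to 71.8 apart over 135 pairs, so every pair of replicates was closer than any pair from different conditions. The means of LPS and LPS + TBHQ were 26.9 apart, those of PIC and PIC + TBHQ 28.8, and those of the control and TBHQ 25.9. Scaling each gene to unit variance moved the share of the first component most, to 42.9%.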

Biological replicates were tightly grouped in PCA (Supplemental Figure S2). Cells treated with TBHQ for 4 h showed minimal differential gene expression (Figure 3A). Conversely, cells stimulated with LPS or PIC showed high levels of differential gene expression, with most significant genes being upregulated (Figure 3B,C). 

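After 4 h of TBHQ, 26 genes passed the threshold of FDR below 0.01 and |log2FC| above 2 against the control, 11 higher and 15 lower. With the fold-change limit lowered to a |log2FC| above 1, the alternative that moved this number most, 190 genes passed. Without any limit on the fold change, 3973 of the 13691 tested genes had an FDR below 0.05, of which 1943 were higher and 2030 lower. The median |log2FC| of these genes was 0.27, and 273 of them changed more than 2-fold.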

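With LPS, 224 genes passed the same threshold against the control, and with PIC 489 did. An FDR below 0.05 without a fold-change limit was reached by 6589 genes with LPS, at a median |log2FC| of 0.39, and by 8037 genes with PIC, at a median of 0.49. Restricting the genes to a mean of at least 50 counts lowered the numbers past the threshold to 116 and 246. The direct comparison of PIC with LPS gave 3787 genes at an FDR below 0.05, 2035 higher and 1752 lower with PIC. With total library size in place of TMM normalization these directions changed to 985 higher and 4373 lower.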

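Against the control, 132 genes passed the threshold in cells given LPS after TBHQ and 295 in cells given PIC after TBHQ. The change with TBHQ was then tested directly, by comparing stimulated cells with and without it. LPS + TBHQ differed from LPS in 3274 genes at an FDR below 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 1601 higher and 1673 lower. PIC + TBHQ differed from PIC in 4285 genes, 2167 higher and 2118 lower. Adding the limit of FDR below 0.01 and |log2FC| above 2 moved these numbers most, to 53 genes with LPS, 5 higher and 48 lower, and 41 with PIC, 8 higher and 33 lower. At a |log2FC| above 1 they were 32 higher and 151 lower with LPS, and 63 and 170 with PIC. For the 184 genes that LPS raised past the threshold, the median log2FC against the control was 2.86 without TBHQ and 2.17 with it. In the direct test 113 of these genes moved toward the control and 3 away from it. The 370 genes raised by PIC had medians of 2.90 and 2.21, with 241 moved toward the control and 4 away from it. For the 40 genes lowered by LPS the medians were -2.29 and -1.70, and 20 moved toward the control. For the 119 genes lowered by PIC the medians were -2.32 and -1.78, and 60 did. Genes chosen for a large response are drawn toward 0 in any second measurement. The direct tests of these genes use the same stimulated libraries that chose them, so their counts carry this bias as the medians do.

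**Figure D1:**
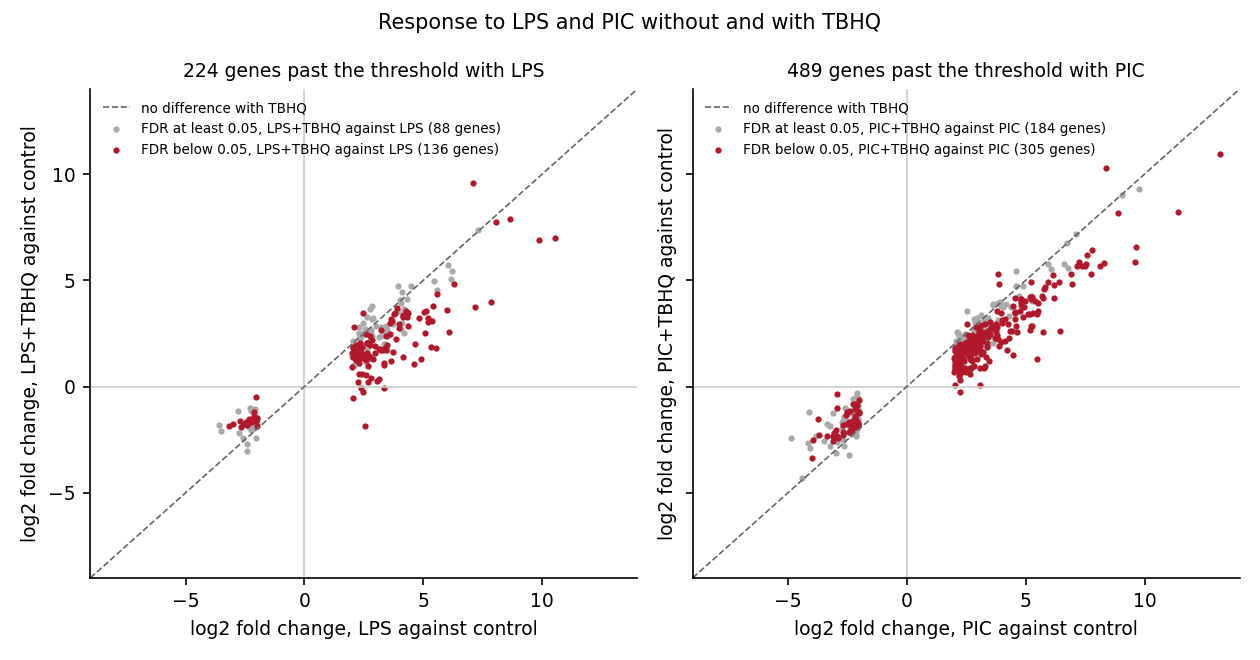
log2 fold change against the control without TBHQ (horizontal axis) and with TBHQ (vertical axis), for the 224 genes past the threshold with LPS (left) and the 489 with PIC (right), each point a gene. Most raised genes lie below the dashed line of no difference, and red marks an FDR below 0.05 in the direct comparison with TBHQ.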

When pre-treated with TBHQ, stimulated macrophages showed a marked decrease in differential gene expression (Figure 3D,E).

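Of the genes past the threshold against the control, 184 were higher and 40 lower with LPS, 370 higher and 119 lower with PIC, 115 higher and 17 lower with LPS + TBHQ, and 241 higher and 54 lower with PIC + TBHQ. The share of higher genes was 82.1%, 75.7%, 87.1% and 81.7% in that order. With 4 h of TBHQ alone it was 42.3%. Among the alternative normalizations, total library size moved the share with PIC most, to 62.0%, or 313 higher and 192 lower. A |log2FC| above 1 moved this share further, with 951 genes higher and 694 lower.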

Differential gene expression (DGE) analysis of treated vs. control macrophages revealed significantly more upregulated genes compared to those that were downregulated (Figure 4A). 

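Counted over both directions, the number of genes past the threshold fell by 41.1% from LPS to LPS + TBHQ, so that 58.9% of the number remained. From PIC to PIC + TBHQ it fell by 39.7%, so that 60.3% remained. Over 11 other settings for the test, the normalization, the filter and the threshold, the decrease ran from 32.8% to 44.8% with LPS and from 33.1% to 44.7% with PIC. Leaving out 1 library at a time gave 34.0% to 41.7% and 39.0% to 43.2%.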

Total DGE decreases by 59% and 57% in LPS- and PIC-stimulated conditions when pre-treated with TBHQ, respectively. 

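A gene was taken as shared when it passed the threshold against the control in the same direction with and without TBHQ. 92 genes were shared between LPS and LPS + TBHQ, and 244 between PIC and PIC + TBHQ. A further 132 genes passed only without TBHQ with LPS, and 245 with PIC. Of the former, 93 differed between LPS + TBHQ and LPS at an FDR below 0.05, and 116 still passed with TBHQ when the limit was a |log2FC| above 1. Of the latter, 165 differed between PIC + TBHQ and PIC, and 197 still passed at the lower limit.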

Regarding the treatment conditions, expression of multiple genes overlapped between stimulated populations and those pre-treated with TBHQ (Figure 4B,C). However, a small subset of genes, 57 and 67 in “LPS+TBHQ” and “PIC+TBHQ”, respectively, remain distinct to TBHQ treatment.

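40 genes passed the threshold only with TBHQ in the comparison with LPS, 30 higher and 10 lower than the control, and 51 only with TBHQ in the comparison with PIC, 36 higher and 15 lower. Leaving out the filter on low counts gave 58 and 70 genes, and a |log2FC| above 1, which moved the numbers most, gave 148 and 198. These genes had low counts, with a median of 19.9 and 19.1 counts per library. Many were near the threshold without TBHQ. With LPS alone, 32 of the 40 had a |log2FC| above 1 in the same direction, as did 46 of the 51 with PIC alone. Their median |log2FC| was 1.56 with LPS and 2.28 with LPS + TBHQ, and 1.71 with PIC and 2.22 with PIC + TBHQ. The direct comparison of stimulated cells with and without TBHQ separated 27 of the LPS genes and 22 of the PIC genes at an FDR below 0.05.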

### 3.4. Inflammatory and Cellular Metabolic Profiles Differ Between Treated Macrophages

KEGG pathway analysis revealed 74 cumulative upregulated pathways in at least one treatment condition (Supplemental Figure S3). However, two distinct enrichments were observed within the data (Figure 5). First, inflammatory pathways TNF signaling pathway (mmu04668), cytokine-cytokine receptor interaction (mmu04060), IL-17 signaling pathway (mmu04657), and viral protein interaction with cytokine and cytokine receptor (mmu04061) were upregulated across all treatment (LPS, PIC, LPS + TBHQ, PIC + TBHQ) conditions. 

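The sets of genes that KEGG assigns to each pathway were not used here, so fold enrichment was not computed. The genes whose symbols can be read in Figure 6A were used instead, with the pathway the figure gives them. The tested genes of that list numbered 34 for mmu04668, 39 for mmu04060, 24 for mmu04657 and 20 for mmu04061. Above the control at the threshold of FDR below 0.01 and |log2FC| above 2, in that order, were 16, 22, 14 and 12 genes with LPS, 21, 28, 20 and 15 with PIC, 11, 12, 9 and 7 with LPS + TBHQ and 19, 23, 17 and 12 with PIC + TBHQ. The figure shows genes that the authors found raised in these same libraries, so a rise against the control is built into the list. That choice may also favour lower values with TBHQ in the direct comparisons.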

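Within the genes read from Figure 6A, the direct comparison of LPS + TBHQ with LPS found 26 of 34 genes of the TNF signaling pathway lower at an FDR below 0.05, 32 of 39 of cytokine-cytokine receptor interaction, 18 of 24 of the IL-17 signaling pathway and 16 of 20 of viral protein interaction with cytokine and cytokine receptor. With the FDR taken over each list alone these counts were 26, 33, 18 and 16. At an FDR below 0.05, 0 genes of the 4 lists were higher with LPS + TBHQ than with LPS, and at an unadjusted p below 0.05 0, 0, 0 and 0 were. Between PIC + TBHQ and PIC, 26, 34, 19 and 18 genes were lower, or 27, 36, 19 and 18 over each list alone, and 2 genes of the TNF list and 1 of the IL-17 list were higher.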

When cells were pre-treated with TBHQ, inflammatory pathways both decreased in fold enrichment and false discovery rate (FDR). 

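Summed over the 6 pairs of these pathways, the genes of Figure 6A that belong to both pathways of a pair and passed the threshold above the control numbered 58 with LPS and 35 with LPS + TBHQ. They numbered 70 with PIC and 61 with PIC + TBHQ. A gene listed in more than 2 pathways counts once for each pair it belongs to.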

Additionally, the number of upregulated shared genes between inflammatory KEGG pathways also decreased in the presence of TBHQ. 

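Of the genes read from Figure 7A, 6 tested genes are listed under mmu00480 and 4 under mmu00980. Past the threshold above the control, the first list had 1 gene with LPS, 2 with PIC, 1 with LPS + TBHQ and 2 with PIC + TBHQ, and the second had 1 gene in each of these 4 conditions. At an FDR below 0.05 between LPS + TBHQ and LPS, 3 genes of mmu00480 were higher and 1 lower, and 3 genes of mmu00980 were higher and 0 lower (0 at an unadjusted p below 0.05). Between PIC + TBHQ and PIC, 3 were higher and 2 lower in mmu00480, and 3 higher and 1 lower in mmu00980. The FDR over each list alone gave the same counts.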

Secondly, cells pre-treated with TBHQ were the only to show upregulated cellular metabolism pathways, glutathione metabolism (mmu00480) and metabolism of xenobiotics by cytochrome P450 (mmu00980) (Supplemental Figure S4).

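Of the 67 inflammatory genes that could be read in Figure 6A, 64 had enough counts to be tested. In the direct comparison of PIC with LPS, 51 were higher with PIC and 1 lower at an FDR below 0.05 over all genes tested, or 53 and 1 over the list alone. The mean log2FC of the list between PIC and LPS was 0.97. In 55 genes every PIC library lay above every LPS library, and in 1 gene every PIC library lay below. Chance alone gives no overlap in 10% for a single gene, but genes that move together are not independent cases. The list holds genes that the authors found raised in these same libraries. That choice may favour the stimulus with more raised genes. Against the control, 59 of the genes were higher with LPS, or 60 over the list alone, and all 64 with PIC.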

Heatmap analysis of the upregulated genes within the inflammatory KEGG pathways showed higher mRNA expression when stimulated with PIC compared to LPS stimulation (Figure 6A). Again, when in the presence of TBHQ, gene expression dramatically decreased. 

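Between LPS + TBHQ and LPS, 48 of the 64 tested genes of Figure 6A were lower at an FDR below 0.05 and 0 were higher (0 at an unadjusted p below 0.05), with 49 lower over the list alone. The mean log2FC was -0.98, and 10 of these genes fell past the limit of |log2FC| above 2. Between PIC + TBHQ and PIC, 51 were lower and 2 higher, with 54 lower over the list alone, at a mean of -1.0. Every library with TBHQ lay below every library without it in 48 of the tested genes for LPS and in 55 for PIC. For a single gene no overlap arises in 10% by chance, but genes that move together are not independent cases. The genes were also chosen as raised in these libraries, which may favour lower values with TBHQ. Among the alternatives, the number lower in LPS ran from 41 to 52 and in PIC from 44 to 56.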

Select key genes involved in macrophage inflammation are impacted, where gene-transcript counts increase following LPS and PIC and are slightly reduced when pre-treated with TBHQ (Figure 6B). These include classical proinflammatory chemokines and cytokines such as *Cxcl2*, *Ccl2*, *Ccl12*, *Acod1*, *Ptgs2*, *Nos2*, and *Il6*. 

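The levels of the 7 genes are given as the mean FPKM of 3 libraries, and the change with TBHQ as a log2FC from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *Cxcl2* (ENSMUSG00000058427, chromosome 5, 91051730 to 91053797) measured 62.1 ± 9.39 FPKM (SD, n = 3) in the control, 931 ± 125 with LPS, 805 ± 37.5 with LPS + TBHQ, 1753 ± 131 with PIC and 1033 ± 37.1 with PIC + TBHQ. Its log2FC was -0.21 (standard error 0.12, FDR = 0.0175) for LPS + TBHQ against LPS and -0.75 (standard error 0.067, FDR = 2.6e-11) for PIC + TBHQ against PIC. The LPS and LPS + TBHQ libraries overlapped for this gene. *Ccl2* (ENSMUSG00000035385, chromosome 11, 81926397 to 81928279) measured 83.9 ± 8.60 in the control, 1339 ± 48.8 with LPS, 655 ± 22.6 with LPS + TBHQ, 2338 ± 44.6 with PIC and 1186 ± 5.42 with PIC + TBHQ. The change was -1.03 (standard error 0.040, FDR = 3.4e-21) for LPS + TBHQ against LPS and -0.97 (standard error 0.018, FDR = 2.4e-20) for PIC + TBHQ against PIC. *Ccl12* (ENSMUSG00000035352, chromosome 11, 81992671 to 81994226) measured 0.158 ± 0.187 in the control, 5.00 ± 1.06 with LPS, 0.399 ± 0.348 with LPS + TBHQ, 9.05 ± 1.01 with PIC and 0.973 ± 0.341 with PIC + TBHQ. This gave a log2FC of -3.59 (standard error 0.63, FDR = 1.0e-07) for LPS + TBHQ against LPS and -3.18 (standard error 0.25, FDR = 1.3e-08) for PIC + TBHQ against PIC. *Ccl12* had 0 to 3 counts in the control libraries and 29 to 43 with LPS, so its rise can only be given as a lower bound of 14.4-fold with LPS and 25.9-fold with PIC. *Ptgs2* (ENSMUSG00000032487, chromosome 1, 149975782 to 149983978) measured 17.0 ± 0.835 in the control, 326 ± 33.7 with LPS, 202 ± 11.1 with LPS + TBHQ, 962 ± 33.7 with PIC and 441 ± 6.68 with PIC + TBHQ. Here the log2FC was -0.69 (standard error 0.10, FDR = 4.5e-14) for LPS + TBHQ against LPS and -1.11 (standard error 0.032, FDR = 7.5e-20) for PIC + TBHQ against PIC. *Nos2* (ENSMUSG00000020826, chromosome 11, 78811613 to 78851080) measured 32.0 ± 2.46 in the control, 164 ± 10.9 with LPS, 118 ± 7.12 with LPS + TBHQ, 239 ± 4.31 with PIC and 159.6 ± 7.19 with PIC + TBHQ. TBHQ changed it by -0.47 (standard error 0.073, FDR = 3.2e-10) for LPS + TBHQ against LPS and -0.57 (standard error 0.041, FDR = 2.3e-12) for PIC + TBHQ against PIC. *Il6* (ENSMUSG00000025746, chromosome 5, 30218112 to 30224979) measured 0.466 ± 0.100 in the control, 4.11 ± 0.279 with LPS, 1.63 ± 0.296 with LPS + TBHQ, 18.7 ± 0.623 with PIC and 5.17 ± 0.674 with PIC + TBHQ. The difference was -1.34 (standard error 0.15, FDR = 8.7e-10) for LPS + TBHQ against LPS and -1.85 (standard error 0.11, FDR = 4.8e-17) for PIC + TBHQ against PIC. *Il6* had 133 to 153 counts in the LPS libraries and 58 to 80 in the LPS + TBHQ libraries.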

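*Acod1* (ENSMUSG00000022126, chromosome 14, 103284413 to 103294009) measured 53.8 ± 10.0 FPKM (SD, n = 3) in the control, 906 ± 35.1 with LPS, 829 ± 9.31 with LPS + TBHQ, 2024 ± 39.1 with PIC and 1621 ± 28.2 with PIC + TBHQ. Its log2FC, from the same test, was -0.13 (standard error 0.032, FDR = 0.0841) for LPS + TBHQ against LPS and -0.31 (standard error 0.022, FDR = 2.7e-05) for PIC + TBHQ against PIC. Without 1 library at a time the first of these values stayed within -0.15 to -0.10 and the second within -0.34 to -0.30. In both comparisons every library with TBHQ lay below every library without it.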

Genes involved in NF-κB signaling, such as *Nfkbia*, *Nfkb1*, and *Ikbke*, follow the same trends. 

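*Nfkbia* (ENSMUSG00000021025, chromosome 12, 55536195 to 55539432) measured 52.8 ± 2.78 FPKM (SD, n = 3) in the control, 135 ± 5.31 with LPS, 105 ± 1.17 with LPS + TBHQ, 251 ± 4.84 with PIC and 161 ± 3.68 with PIC + TBHQ. The log2FC with TBHQ, from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, was -0.37 (standard error 0.032, FDR = 4.9e-09) for LPS + TBHQ against LPS and -0.63 (standard error 0.026, FDR = 2.0e-15) for PIC + TBHQ against PIC. *Nfkb1* (ENSMUSG00000028163, chromosome 3, 135290416 to 135397308) measured 12.6 ± 0.821 in the control, 18.6 ± 0.811 with LPS, 15.7 ± 0.309 with LPS + TBHQ, 30.3 ± 0.417 with PIC and 21.7 ± 0.244 with PIC + TBHQ. Its change with TBHQ was -0.25 (standard error 0.037, FDR = 7.9e-06) for LPS + TBHQ against LPS and -0.47 (standard error 0.014, FDR = 4.0e-12) for PIC + TBHQ against PIC. *Ikbke* (ENSMUSG00000042349, chromosome 1, 131182080 to 131207344) measured 4.80 ± 0.554 in the control, 14.2 ± 0.588 with LPS, 12.9 ± 0.389 with LPS + TBHQ, 23.5 ± 0.887 with PIC and 18.5 ± 0.428 with PIC + TBHQ. The smaller change of this gene was -0.14 (standard error 0.040, FDR = 0.0395) for LPS + TBHQ against LPS and -0.34 (standard error 0.037, FDR = 5.5e-07) for PIC + TBHQ against PIC. For the 3 genes, no library with TBHQ overlapped the libraries without it, in either stimulus.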

Of note, none of the pro-inflammatory genes were increased by pre-treatment with TBHQ alone. In contrast, heatmaps depicting the upregulated genes involved in cellular metabolic KEGG pathways are induced in the presence of TBHQ (Figure 7A). This can be more clearly observed when examining the normalized gene counts individually, where pre-treatment of TBHQ increased gene transcript counts of key metabolic genes/transporters such as *Cbr3*, *Adh7*, *Gstp1/3*, *Gsta3*, *Hmox1* and *Gclm* prior to PIC or LPS stimulation of the cells (Figure 7B).

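Of the 16 inflammation genes of Table 1, 9 were higher after 4 h of TBHQ alone than in the control at an FDR below 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 3 were lower and 4 were called in neither direction. Among the genes with more than 3 counts in the control, the largest rise was that of *Csf3* (ENSMUSG00000038067, chromosome 11, 98592089 to 98594455), from 3.40 ± 1.89 FPKM (SD, n = 3) to 15.6 ± 0.282, a log2FC of 2.22 (standard error 0.42, FDR = 4.0e-15). *Ptgs2* rose from 17.0 to 43.6 ± 2.59 FPKM, a log2FC of 1.35 (standard error 0.064, FDR = 2.3e-20). The log2FC of *Cxcl2* was 0.93 (standard error 0.13, FDR = 2.8e-12), that of *Acod1* 0.88 (standard error 0.15, FDR = 7.6e-14) and that of *Ccl2* 0.55 (standard error 0.089, FDR = 7.3e-12). *Tnf* (ENSMUSG00000024401, chromosome 17, 35418357 to 35420983) rose by 0.68 (standard error 0.075, FDR = 5.6e-15) and *Cxcl10* (ENSMUSG00000034855, chromosome 5, 92494497 to 92496748) by 0.65 (standard error 0.11, FDR = 5.8e-06). *Nfkbia* and *Nfkb1* rose by 0.40 and 0.26 (FDR = 3.8e-09 and 3.7e-06). *Il6* changed by -1.43 (standard error 0.19, FDR = 0.00111), at 6 to 8 counts per library. *Mmp9* (ENSMUSG00000017737, chromosome 2, 164782700 to 164797770) changed by -0.61 (standard error 0.060, FDR = 4.6e-10), with 9.91 ± 0.413 FPKM in the control and 6.51 ± 0.387 with TBHQ. *Nos2* changed by -0.18 (standard error 0.075, FDR = 0.00818), and without 1 library its FDR rose to as much as 0.0742. *Ikbke* did not reach the limit (0.10, FDR = 0.213), and *Ccl12*, *Cxcl3* (ENSMUSG00000029379, chromosome 5, 90933962 to 90937459) and *Il1b* (ENSMUSG00000027398, chromosome 2, 129206490 to 129213059) had at most 3 counts in every control library. In the list read from Figure 6A, 19 genes were higher and 9 lower with TBHQ alone, over all genes tested and over the list alone. The difference in harvest time from the control could also contribute to these changes, and this was not tested.

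**Figure D2:**
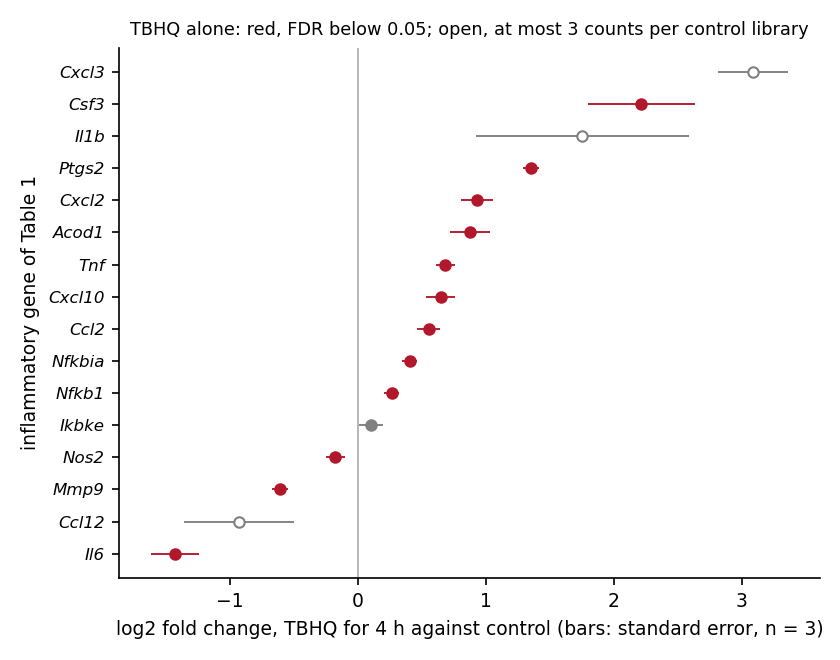
log2 fold change of the inflammation genes of Table 1 after 4 h of TBHQ against the control (horizontal axis), by gene (vertical axis). Points are estimates over 3 libraries against 3, and bars are standard errors from the replicates' log2 CPM, not from the edgeR fit. Red points have an FDR below 0.05 and run from -1.43 for *Il6* to 2.22 for *Csf3*, and open points are genes with at most 3 counts in each control library.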

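Of the 9 metabolic genes read from Figure 7A, 8 had enough counts to be tested. With 4 h of TBHQ alone, 4 were higher than in the control and 1 was lower at an FDR below 0.05. Against the control, 7 were higher with LPS and 5 with PIC, 1 was lower with PIC, and all 8 were higher with LPS + TBHQ and with PIC + TBHQ. In the direct comparisons, 5 were higher and 1 was lower with LPS + TBHQ than with LPS, at a mean log2FC of 0.37. With PIC + TBHQ against PIC, 5 were higher and 2 lower, at a mean of 0.36. The counts over the list alone were the same.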

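*Cbr3* (ENSMUSG00000022947, chromosome 16, 93480103 to 93487878) measured 7.20 ± 0.888 FPKM (SD, n = 3) in the control, 19.8 ± 1.35 with TBHQ alone, 7.33 ± 0.170 with LPS, 17.4 ± 1.34 with LPS + TBHQ, 5.88 ± 0.544 with PIC and 16.2 ± 0.714 with PIC + TBHQ. Its log2FC in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment was 1.46 (standard error 0.12, FDR = 3.3e-14) for TBHQ against the control, 1.24 (FDR = 3.4e-12) for LPS + TBHQ against LPS and 1.47 (FDR = 1.3e-13) for PIC + TBHQ against PIC. *Adh7* (ENSMUSG00000055301, chromosome 3, 137923521 to 137939143) measured 2.23 ± 0.103 in the control, 1.40 ± 0.200 with TBHQ alone, 3.04 ± 0.404 with LPS, 4.97 ± 0.0676 with LPS + TBHQ, 2.08 ± 0.291 with PIC and 4.46 ± 0.183 with PIC + TBHQ. The log2FC was -0.67 (standard error 0.12, FDR = 1.3e-04) for TBHQ against the control, 0.71 (FDR = 3.0e-06) for LPS + TBHQ against LPS and 1.10 (FDR = 1.4e-09) for PIC + TBHQ against PIC. *Gclm* (ENSMUSG00000028124, chromosome 3, 122039206 to 122064381) measured 17.9 ± 0.561 in the control, 63.4 ± 1.53 with TBHQ alone, 34.4 ± 0.651 with LPS, 68.0 ± 2.13 with LPS + TBHQ, 29.8 ± 1.10 with PIC and 63.5 ± 1.93 with PIC + TBHQ. TBHQ changed it by 1.82 (standard error 0.032, FDR = 7.8e-29) for TBHQ against the control, 0.98 (FDR = 1.6e-21) for LPS + TBHQ against LPS and 1.10 (FDR = 1.7e-22) for PIC + TBHQ against PIC. *Hmox1* (ENSMUSG00000005413, chromosome 8, 75820249 to 75827217) measured 194 ± 7.74 in the control, 829 ± 34.5 with TBHQ alone, 979.6 ± 39.4 with LPS, 798 ± 24.0 with LPS + TBHQ, 1164 ± 44.5 with PIC and 1030.3 ± 10.2 with PIC + TBHQ. Its changes were 2.09 (standard error 0.047, FDR = 3.5e-31) for TBHQ against the control, -0.30 (FDR = 2.0e-08) for LPS + TBHQ against LPS and -0.16 (FDR = 2.9e-04) for PIC + TBHQ against PIC. *Gstp1* (ENSMUSG00000060803, chromosome 19, 4085407 to 4087985) measured 2.21 ± 0.748 in the control, 2.51 ± 0.677 with TBHQ alone, 3.46 ± 0.186 with LPS, 5.54 ± 0.255 with LPS + TBHQ, 2.66 ± 0.705 with PIC and 4.73 ± 0.785 with PIC + TBHQ. The values were 0.17 (standard error 0.35, FDR = 0.616) for TBHQ against the control, 0.67 (FDR = 0.00625) for LPS + TBHQ against LPS and 0.82 (FDR = 0.00139) for PIC + TBHQ against PIC. In *Gstp1*, 62.3% of the 50-base words of its transcript also occur in other genes, most of all in *Gstp2*. Fragments from these genes are not told apart by such words. The counts assigned to *Gstp2* had a mean of 0.778 per library, against 85.9 for *Gstp1*. *Gstp3* (ENSMUSG00000058216, chromosome 19, 4107477 to 4109569) had at most 3 counts in every control and TBHQ library, which allows no fold change between them. Its level was 2.39 ± 0.703 FPKM with LPS and 1.67 ± 0.390 with LPS + TBHQ (log2FC -0.52, standard error 0.29, FDR = 0.221), and 4.67 ± 0.573 with PIC and 1.61 ± 0.341 with PIC + TBHQ (log2FC -1.51, standard error 0.19, FDR = 4.9e-05). *Gsta3* (ENSMUSG00000025934, chromosome 1, 21310813 to 21335885) had too few counts to be tested, with 0 to 3 counts in the control libraries, 0 to 3 with TBHQ, 0 to 1 with LPS, 2 to 3 with PIC, 7 to 12 with LPS + TBHQ and 6 to 15 with PIC + TBHQ.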

DGE analysis followed a similar pattern as gene transcript counts (Table 1). 

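The genes of Table 1 were also compared directly between stimulated cells with and without TBHQ, with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Of the 16 inflammation genes, 13 were lower and 0 higher (0 at an unadjusted p below 0.05) with LPS + TBHQ than with LPS at an FDR below 0.05, with a median log2FC of -0.34. With PIC + TBHQ against PIC, 15 were lower and 0 higher (0 unadjusted), with a median of -0.73. Of these genes, *Cxcl3* did not reach the limit (0.069, FDR = 0.911, and -0.015, FDR = 0.970), at 14 to 20 counts per library with LPS and 55 to 75 with PIC. *Mmp9* changed by -0.077 (FDR = 0.196) and -0.13 (FDR = 0.0151), and *Csf3* by -0.31 (FDR = 1.2e-04) and -0.71 (FDR = 6.4e-12). Of the 9 tested metabolism genes, 5 were higher and 2 lower with LPS + TBHQ than with LPS, and 5 were higher and 3 lower with PIC + TBHQ than with PIC. *Odc1* (ENSMUSG00000011179, chromosome 12, 17594795 to 17601506) was among the lower ones, by -0.38 (standard error 0.046, FDR = 1.1e-06) and -0.49 (standard error 0.020, FDR = 6.3e-09). Of its 50-base words 42.2% occur in other genes, most of all in the pseudogene *Gm7993*. That gene was assigned a mean of 14588 counts per library, so fragments shared between the 2 could affect the values of *Odc1*. *Chac1* (ENSMUSG00000027313, chromosome 2, 119181710 to 119184862) was not called in either stimulus (-0.13, FDR = 0.139, and -0.011, FDR = 0.924). With total library size in place of TMM normalization the sign of the second value of *Cxcl3* and of *Chac1* flipped.

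**Figure D3:**
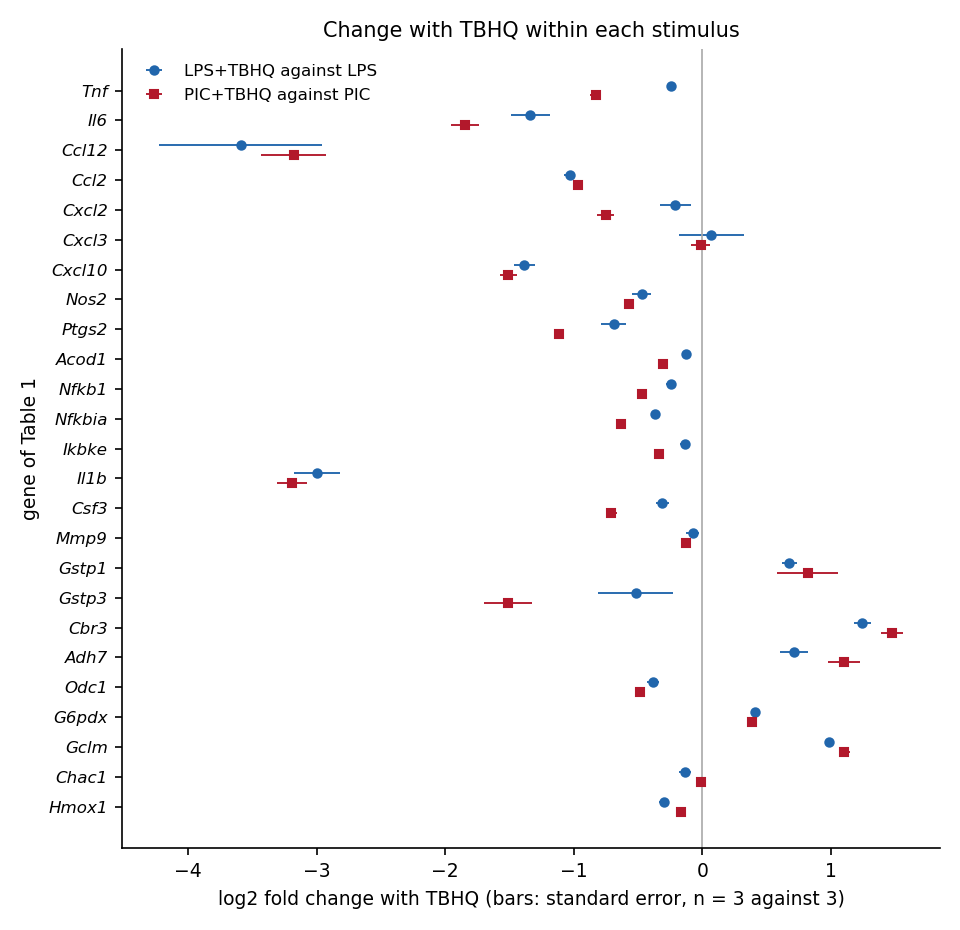
log2 fold change with TBHQ within LPS (circles) and PIC (squares) for the 25 tested genes of Table 1 (horizontal axis), by gene (vertical axis). Bars are standard errors from the replicates' log2 CPM, 3 libraries against 3, and not from the edgeR fit. *Ccl12* and *Il1b* lie farthest to the left, and *Cbr3*, *Gclm*, *Adh7*, *Gstp1* and *G6pdx* lie to the right of 0 in both stimuli.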

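Against the control, all 16 inflammation genes of Table 1 were higher with LPS at an FDR below 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, with a median log2FC of 3.51, and all 16 with PIC, with a median of 4.79. With LPS + TBHQ, 14 were higher and 1 was lower, with a median of 2.18, and with PIC + TBHQ 16 were higher, with a median of 3.13. The lower gene was *Cxcl10*, at -0.72 (standard error 0.11, FDR = 6.3e-06) with LPS + TBHQ against 0.67 (standard error 0.13, FDR = 1.5e-06) with LPS. The log2FC of *Csf3* was 8.06 with LPS and 7.75 with LPS + TBHQ, and 8.89 with PIC and 8.18 with PIC + TBHQ. *Cxcl3* had no counts in the control, and its values of 7.29 (standard error 0.14, FDR = 7.3e-09) with LPS, 7.36 with LPS + TBHQ, 9.04 with PIC and 9.03 with PIC + TBHQ depend on how 0 counts are handled. Against the floor of 3 counts it was at least 6.62-fold higher with LPS and at least 22.4-fold higher with PIC. For the 4 comparisons with the control, the log2FC of *Mmp9* was 2.56 with LPS, 2.48 with LPS + TBHQ, 2.93 with PIC and 2.80 with PIC + TBHQ.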

When compared to the control condition, genes associated with inflammation showed the highest upregulation in LPS and PIC stimulation alone, with the same differential comparison being attenuated in the presence of TBHQ. 

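Of the 9 tested metabolism genes of Table 1, 8 were higher than the control with LPS and 6 with PIC at an FDR below 0.05, 1 was lower with PIC, and all 9 were higher with LPS + TBHQ and with PIC + TBHQ. The smallest log2FC with LPS + TBHQ was 1.11 and with PIC + TBHQ 0.99, while with LPS and PIC alone the smallest were 0.020 and -0.31. *Cbr3* rose by 1.26 (standard error 0.12, FDR = 4.4e-13) with LPS + TBHQ and 1.16 (standard error 0.11, FDR = 3.3e-12) with PIC + TBHQ, and was at 0.020 (FDR = 0.901) with LPS alone, where the sign flipped with total library size in place of TMM normalization (-0.067). *Adh7* rose by 1.15 (standard error 0.039, FDR = 7.3e-11) and 0.99 (standard error 0.049, FDR = 2.1e-09), and with PIC alone changed by -0.11 (FDR = 0.483). *Hmox1* rose in all 4 conditions, by 2.33 with LPS, 2.03 with LPS + TBHQ, 2.57 with PIC and 2.40 with PIC + TBHQ.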

DGE of cellular metabolism genes, on the other hand, shows more consistent significance when pre-treated with TBHQ. Network map analysis of KEGG pathway enrichment revealed distinct connectivity patterns across treatments (Figure 8). 

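Among the genes read from Figure 6A that passed the threshold above the control, cytokine-cytokine receptor interaction and viral protein interaction with cytokine and cytokine receptor shared 12 genes with LPS, 7 with LPS + TBHQ, 15 with PIC and 12 with PIC + TBHQ. Cytokine-cytokine receptor interaction and the TNF signaling pathway shared 11, 7, 13 and 12 genes in the same order. The IL-17 and TNF signaling pathways shared 10, 6, 14 and 12. The first pair therefore had the highest number with LPS and with PIC, and tied with the second in LPS + TBHQ and with both others in PIC + TBHQ.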

In all conditions, the strongest overlap of differentially expressed genes was observed between the pathways “Viral protein interaction with cytokine and cytokine receptor” and “Cytokine–cytokine receptor interaction,” as indicated by the thickest edges. Compared to their respective stimulatory controls, pretreatment with TBHQ followed by treatment with either LPS (Figure 8B) or PIC (Figure 8D) reduced overall network connectivity, fold enrichment of individual pathways, and statistical significance (smaller, lighter-colored nodes with fewer connections). 

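The mean log2FC against the control of the tested genes of each list fell from 2.88 with LPS to 2.01 with LPS + TBHQ for the TNF signaling pathway, from 3.25 to 1.98 for cytokine-cytokine receptor interaction, from 3.58 to 2.63 for the IL-17 signaling pathway and from 2.97 to 1.87 for viral protein interaction with cytokine and cytokine receptor. From PIC to PIC + TBHQ, in the same order, the means fell from 3.95 to 3.05, from 4.36 to 3.04, from 4.69 to 3.68 and from 4.01 to 2.85. Genes with no more than 3 counts in the control enter these means with an estimate that depends on how low counts are handled.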

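In the direct comparison of PIC with LPS, 29 of the 34 TNF signaling genes of Figure 6A were higher with PIC at an FDR below 0.05, 32 of 39 cytokine-cytokine receptor genes, 21 of 24 IL-17 signaling genes and 17 of 20 genes of viral protein interaction with cytokine and cytokine receptor. Over each list alone the counts were 29, 34, 21 and 17. 1 TNF signaling gene was lower with PIC, and 0, 0 and 0 genes of the other 3 lists were (0, 0 and 0 at an unadjusted p below 0.05). The mean log2FC between PIC and LPS was 1.07, 1.12, 1.11 and 1.04 in the order given. The genes were tested singly, and the connections between pathways were not tested. As the lists hold genes found raised in these same libraries, they may favour the stimulus with more raised genes.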

Notably, macrophages stimulated with PIC (Figure 8C,D) exhibited greater pathway connectivity and enrichment than those stimulated with LPS (Figure 8A,B), suggesting a more robust transcriptional response to PIC.

### 3.5. TBHQ Attenuates Inflammatory Protein Expression and Nitric Oxide Production at 12 H

Select markers of immunomodulation were further tested at the 12 h post stimulation with LPS or PIC, following the same treatment scheme as the bioinformatics to compare transcript data with protein expression. Western blotting showed inflammatory protein COX-2 to have the largest induction in LPS and PIC alone treatments (Figure 9A,B). When cells were pretreated with TBHQ, both stimulated conditions were associated with less COX-2 protein expression. ACOD1, a key product of macrophage activation immunometabolism, followed the same trend as COX-2 (Figure 9A,C). Nitrite production measured via Griess Reagent was also observed at the 12 h timepoint, once again following the same trend, in which TBHQ pre-treatment reduced the level of nitrite measured in the macrophage supernatants (Figure 9D).

## 4. Discussion

Tert-Butylhydroquinone (TBHQ) is considered a classical inducer of oxidative stress in a variety of cell types, tissues, and organs, and activates Nrf2 by altering the thiol groups of cysteine-273 and cysteine-288 on the Keap1 protein, thereby inhibiting the repression of Nrf2 by Keap1 [48]. At least in vitro, Nrf2 activation by TBHQ is often reported at levels as high as 50–100 µM for up to 4 h [43]. However, in this study, we found that levels above 5 µM were cytotoxic to RAW 264.7 macrophages; therefore, we confined the study to this level and below, which is consistent with previous studies using T-cells and NK cells. Part of our study examined the expression of Nrf2 protein in macrophage lysates by Western blotting at the end of exposures to TBHQ, LPS, or PIC treatment, or a combination of these. Nrf2 protein was not detected, which would be expected since Nrf2 activation occurs within minutes post-exposure in immune cells [28]. The observation by others that whole cell lysate Nrf2 expression increases within a few hours after exposure to oxidative stress is likely due to de novo synthesis and transport back to the cytosol [49,50], depending on the model Nrf2 activator. After translocation to the nucleus, Nrf2, along with s-Maf, binds to the antioxidant response element (ARE) and initiates the transcription of a battery of antioxidant proteins that are present hours post-treatment [48,51]. Similarly, NF-κB and IRF activation in stimulated macrophages occurs within minutes of exposure to model stimulants like LPS and PIC used in our study [52]. However, down-stream proinflammatory products (e.g., iNOS, COX-2, ACOD1, IL-6) can be measured hours after activation.

Our in vitro model for macrophage activation is well characterized and commonly used to screen chemical compounds for their ability to modulate macrophage activation. LPS signals through both MyD88- and TRIF-dependent arms of TLR4, triggering NF-κB and type I interferon pathways [53]. PIC primarily engages TLR3 (TRIF-dependent) but may also activate cytosolic RNA sensors (e.g., MDA5, RIG-I) [54,55], leading to robust interferon-stimulated gene (ISG) expression [54]. 

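Whether the change with TBHQ differed between the stimuli was tested as the log2FC of PIC + TBHQ against PIC minus that of LPS + TBHQ against LPS. At an FDR below 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 251 of the 13691 genes differed, 113 with a positive and 138 with a negative difference, and 1940 had an unadjusted p below 0.05. In simulated data 17 of the 212 genes that this test called were false. The true differences there were 1 or 3 on the log2 scale, larger than most of those called here. Leaving out the filter on low counts raised the number most, to 380. The balance of directions depended on the normalization, with 235 positive and 74 negative under total library size. *Tnf* fell more under PIC, with a difference of -0.58 (standard error 0.053, FDR = 1.8e-08), as did *Cxcl2* (-0.54, standard error 0.14, FDR = 5.1e-04) and *Ptgs2* (-0.42, standard error 0.10, FDR = 1.3e-04). The opposite sign, a larger fall under LPS, was found for the interferon-stimulated genes *Rsad2* (0.69, standard error 0.094, FDR = 3.6e-07), *Irf7* (0.63, standard error 0.053, FDR = 3.6e-10), *Ifit1* (0.54, standard error 0.068, FDR = 7.6e-04) and *Isg15* (0.46, standard error 0.078, FDR = 1.2e-04). *Il6* (-0.51, FDR = 0.133), *Nos2* (-0.10, FDR = 0.547) and *Cxcl10* (-0.12, FDR = 0.762) did not reach the limit, and neither did *Hmox1* (0.13, FDR = 0.177) nor *Gclm* (0.12, FDR = 0.266).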

TBHQ had similar effects on both stimuli, reducing function and inflammatory gene expression while enhancing antioxidant/metabolic pathways, but with differing magnitudes. LPS induced greater nitrite accumulation than PIC; however, mRNA transcripts showed the opposite trend (e.g., *Nos2*). 

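*Nos2* transcripts were higher with PIC than with LPS by a log2FC of 0.53 (standard error 0.056, FDR = 1.7e-11) in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Every PIC library lay above every LPS library for this gene, with 14657 to 17582 and 9764 to 11039 counts. Leaving out 1 library at a time kept the value within 0.49 to 0.58. Nitrite was measured in another assay and was not analysed here.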

Notably, the impact of TBHQ under viral-mimetic (PIC) conditions needs more exploration. Prior oxidative stress-related studies using PIC as the activator in RAW 264.7 macrophages have primarily focused on phytochemical modulators such as panaxadiol [56] and baicalein [57]. However, to our knowledge, this is the first study to evaluate TBHQ in that context. These findings broaden TBHQ’s toxicological relevance and suggest that it may influence antiviral immune responses.

RNA-sequencing at 12 h of activation following pretreatment with TBHQ revealed two dominant KEGG enrichments: (1) classical inflammatory gene transcripts (e.g., *Nos2*, *Il6*, *Tnf*, *Il1b*, *Cxcl10*) remained inducible but were downshifted in amplitude by TBHQ, and (2) glutathione-associated redox and metabolic pathways were selectively upregulated in TBHQ-treated cells. 

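*Tnf* measured 120.1 ± 10.6 FPKM (SD, n = 3) in the control, 497 ± 11.7 with LPS, 420.3 ± 13.4 with LPS + TBHQ, 1072 ± 49.8 with PIC and 599.5 ± 14.3 with PIC + TBHQ. In edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, it remained above the control by 1.80 (standard error 0.078, FDR = 4.2e-28) with LPS + TBHQ and 2.31 (standard error 0.077, FDR = 1.2e-31) with PIC + TBHQ, and it was lower than with the stimulus alone by -0.24 (standard error 0.032, FDR = 1.5e-05) and -0.83 (standard error 0.043, FDR = 3.7e-18). *Il1b* measured 44.9 ± 7.36 FPKM with LPS and 5.64 ± 0.793 with LPS + TBHQ, a log2FC of -3.0 (standard error 0.18, FDR = 8.0e-21), and 128 ± 17.0 with PIC and 13.9 ± 0.174 with PIC + TBHQ, a log2FC of -3.19 (standard error 0.12, FDR = 4.4e-23). The control had at most 3 counts of *Il1b*, against which it was at least 458-fold higher with LPS and at least 57.6-fold higher with LPS + TBHQ, and at least 1303-fold and 142-fold higher with PIC and PIC + TBHQ. *Cxcl10* measured 3.46 ± 0.468 FPKM in the control, 5.52 ± 0.479 with LPS, 2.11 ± 0.0929 with LPS + TBHQ, 36.6 ± 1.72 with PIC and 12.8 ± 0.777 with PIC + TBHQ. It was lower with TBHQ by -1.39 (standard error 0.082, FDR = 3.6e-12) in LPS and -1.51 (standard error 0.063, FDR = 1.5e-18) in PIC, and with PIC + TBHQ it stayed 1.88 above the control. *Nos2* stayed 1.88 above the control with LPS + TBHQ and 2.31 with PIC + TBHQ, and *Il6* 1.79 and 3.45.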

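The paper's text names no list of NF-κB-regulated or interferon-stimulated transcripts, so lists written from general knowledge before the values were seen were used. Of 15 NF-κB pathway genes, 11 were lower and 0 higher with LPS + TBHQ than with LPS at an FDR below 0.05 (1 higher at an unadjusted p below 0.05), or 12 and 1 over the list alone, at a mean log2FC of -0.24. With PIC + TBHQ against PIC, 10 were lower and 0 higher (1 unadjusted), or 10 and 1 over the list alone, at a mean of -0.35. *Tnfaip3* (ENSMUSG00000019850, chromosome 10, 18876658 to 18891405) changed by -0.53 (standard error 0.038, FDR = 1.4e-12) and -0.83 (standard error 0.021, FDR = 8.3e-19) in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Of 41 interferon-stimulated genes, 40 had enough counts to be tested, and all 40 were lower with LPS + TBHQ than with LPS and with PIC + TBHQ than with PIC, over all genes and over the list alone. Their mean log2FC was -1.38 in LPS (p = 1.5e-220, camera, a competitive gene set test from limma, adjusted for an inter-gene correlation of 0.01) and -0.90 in PIC (p = 1.6e-97, camera), and an exact permutation test of the list's mean per library gave p = 0.1 for each, two-sided, the smallest that 3 libraries against 3 allow. The mean log2 CPM of the list was 5.62 ± 0.0735 in the control (SD over 3 libraries), 6.66 ± 0.00727 with LPS, 5.33 ± 0.0289 with LPS + TBHQ, 7.30 ± 0.0333 with PIC and 6.41 ± 0.0302 with PIC + TBHQ. A Reactome interferon set moved the result most, with means of -0.25 and -0.12 over 12 tested genes.

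**Figure D4:**
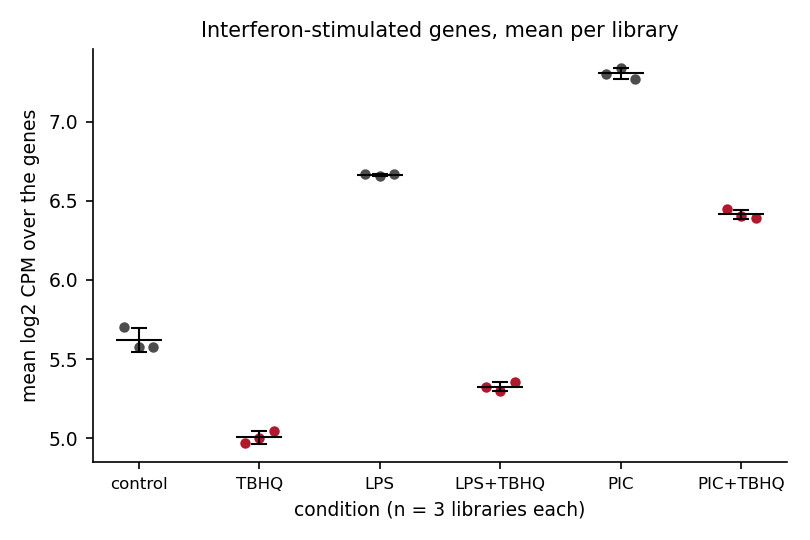
Mean log2 CPM of the 40 tested interferon-stimulated genes in each library (vertical axis) by condition (horizontal axis); points are libraries, lines the mean and SD of 3. LPS + TBHQ lies at 5.33, below LPS at 6.66 and below the control at 5.62.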

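Single interferon-stimulated genes were tested in the same way. *Rsad2* (ENSMUSG00000020641, chromosome 12, 26492745 to 26506451) measured 20.9 ± 2.51 FPKM (SD, n = 3) in the control, 80.4 ± 5.70 with LPS and 16.0 ± 0.392 with LPS + TBHQ, a log2FC of -2.33 (standard error 0.062, FDR = 9.6e-26) between the latter 2 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. With PIC it measured 304 ± 20.7 and with PIC + TBHQ 97.2 ± 4.50, a log2FC of -1.64 (standard error 0.070, FDR = 4.7e-23). *Ifit1* (ENSMUSG00000034459, chromosome 19, 34618271 to 34627409) changed by -1.78 (standard error 0.056, FDR = 3.2e-20) within LPS and -1.24 (standard error 0.040, FDR = 5.5e-18) within PIC. *Isg15* (ENSMUSG00000035692, chromosome 4, 156283912 to 156285253) changed by -1.19 (standard error 0.045, FDR = 1.7e-19) and -0.73 (standard error 0.064, FDR = 1.7e-14). *Irf7* (ENSMUSG00000025498, chromosome 7, 140842619 to 140846394), which overlaps *Phrf1* on the other strand, changed by -1.38 (standard error 0.040, FDR = 6.4e-25) and -0.75 (standard error 0.035, FDR = 5.3e-18). The type I and III interferon genes listed had too few counts to be tested, and *Ifnb1* had 4 to 12 counts per library with PIC and 0 to 2 with LPS.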

Notably, TBHQ pretreatment downregulated key NF-κB-regulated genes and interferon-stimulated transcripts, indicating suppression of both canonical inflammatory and antiviral transcriptional programs. This graded suppression, rather than binary on/off regulation, parallels the partial reduction in the NO output and may further support the concept of functional reprogramming by NO [58], at least in mice, as human macrophages are much less responsive when it comes to NO production [59]. 

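Among the genes that passed the threshold above the control with LPS, 179 of 184 had a log2FC above 0 with LPS + TBHQ. Of the 184, 163 had a lower log2FC than with LPS alone. With PIC, 369 of 370 had a log2FC above 0 with TBHQ, and 347 had a lower log2FC. Over these raised genes the median log2FC between cells with and without TBHQ was -0.83 in either stimulus. The counts go by the estimates without a test, and genes chosen for a large response tend to a smaller second value. Over both directions, 92 of 224 genes were still past the threshold with LPS + TBHQ, and 244 of 489 with PIC + TBHQ. The paper states that this graded suppression parallels the partial reduction in NO output, and proposes it as possible further backing for the concept of functional reprogramming by NO, at least in mice.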

Significantly, inflammatory signaling transcription profiles at 12 h post-stimulation correlated well with the expression of COX-2 protein, iNOS activity, IL-6 and IL-10 secretion, and phagocytosis activity at 24 h. This was also observed in iNOS activity and in the expression of COX-2 and ACOD1 proteins at 12 h post-stimulation. These correlations were evident in both the number of gene transcripts and DGE following different treatments. To our knowledge, this is the first study to look at the transcriptomic level impacts of TBHQ on RAW 264.7 macrophages. One previous study examined the impact of a major oxidative metabolite of TBHQ, tert-butylquinone (TBBQ), and reported a ROS-induced mitochondrial apoptosis [60].

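Of 25 genes of the antioxidant response listed from general knowledge, 24 had enough counts to be tested. With 4 h of TBHQ alone 23 were higher than in the control and 0 lower at an FDR below 0.05 (0 at an unadjusted p below 0.05), or 24 and 0 over the list alone. Between LPS + TBHQ and LPS, and between PIC + TBHQ and PIC, 23 were higher and 1 was lower, over all genes and over the list. The mean log2FC was 1.05 with TBHQ alone (p = 1.9e-165, camera), 0.64 within LPS (p = 1.0e-67, camera) and 0.67 within PIC (p = 4.5e-54, camera), and the exact permutation test on the list's mean per library, two-sided, gave p = 0.1 in each case, the smallest possible with 3 libraries in each group. The mean log2 CPM of the list was 7.27 ± 0.0105 (SD, n = 3) in the control, 8.30 ± 0.0245 with TBHQ, 7.95 ± 0.0346 with LPS, 8.59 ± 0.0362 with LPS + TBHQ, 7.99 ± 0.00913 with PIC and 8.64 ± 0.0118 with PIC + TBHQ. The gene lower in both stimuli was *Hmox1*. *Gclc* (ENSMUSG00000032350, chromosome 9, 77661817 to 77701767) rose by 1.41 (standard error 0.027, FDR = 9.6e-24) with TBHQ alone, 0.39 (standard error 0.023, FDR = 1.5e-08) within LPS and 0.35 (standard error 0.067, FDR = 1.5e-07) within PIC in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *Txnrd1* (ENSMUSG00000020250, chromosome 10, 82669785 to 82733546) rose by 1.30 (standard error 0.037, FDR = 1.4e-27), 0.44 (standard error 0.017, FDR = 4.5e-14) and 0.29 (standard error 0.0067, FDR = 1.2e-09). *Gclm* was 0.93 above the control with LPS and 1.92 with LPS + TBHQ, and 0.72 with PIC and 1.82 with PIC + TBHQ.

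**Figure D5:**
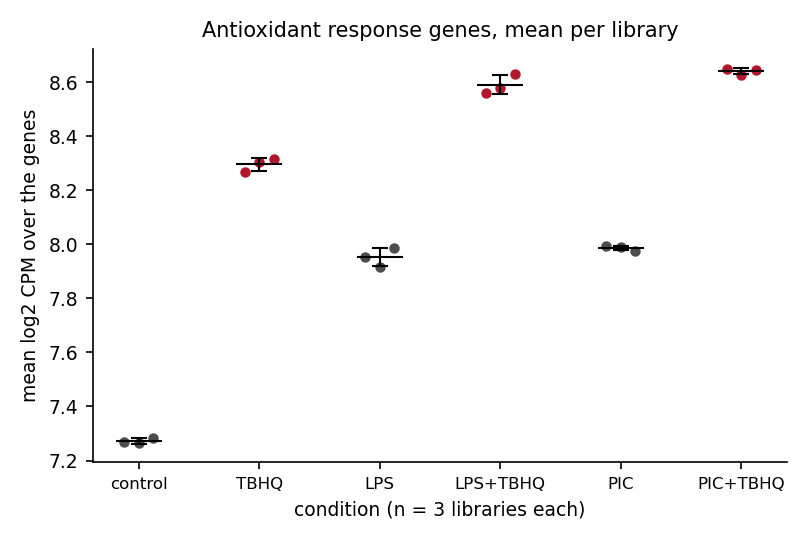
Mean log2 CPM of the 24 tested antioxidant response genes in each library (vertical axis) by condition (horizontal axis); points are libraries, lines the mean and SD of 3. TBHQ alone lies at 8.30 and the control at 7.27, and each stimulus lies higher with TBHQ than without it.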

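Further genes of that list were measured as follows. *Srxn1* (ENSMUSG00000032802, chromosome 2, 151947436 to 151953296) rose by 1.57 (standard error 0.042, FDR = 7.4e-28) with TBHQ alone, 0.66 (standard error 0.016, FDR = 1.9e-17) within LPS and 0.59 (standard error 0.030, FDR = 2.9e-16) within PIC, from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *Slc7a11* (ENSMUSG00000027737, chromosome 3, 49846975 to 50398063) rose by 1.80 (standard error 0.051, FDR = 7.8e-29), 0.72 (standard error 0.031, FDR = 3.7e-18) and 0.41 (standard error 0.030, FDR = 9.9e-12). *Nqo1* (ENSMUSG00000003849, chromosome 8, 108114857 to 108129838) rose by 3.24 (standard error 0.38, FDR = 3.5e-06), 1.71 (standard error 0.51, FDR = 5.9e-04) and 2.60 (standard error 0.20, FDR = 5.1e-06), but from 1 to 5 counts in the control libraries to 21 to 33 with TBHQ.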

The observation that TBHQ treatment of cells prior to stimulation with LPS or PIC was associated with enrichment for pathways linked to glutathione biosynthesis/turnover, NAD(P)H oxidoreductases, pentose phosphate pathway (PPP) flux, and mitochondrial remodeling/biogenesis (e.g., *Hmox1*, *Gclc*, *Gclm*, *Txnrd1*) suggest activation of Nrf2/ARE-driven cytoprotective programs. 

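Of the 7 genes of the pentose phosphate pathway, 6 were higher with LPS + TBHQ than with LPS and with PIC + TBHQ than with PIC at an FDR below 0.05, and 0 were lower (0 and 0 at an unadjusted p below 0.05). The mean log2FC was 0.37 and 0.36. In edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, *G6pdx* (ENSMUSG00000031400, chromosome X, 73453089 to 73472800) changed by 0.41 (standard error 0.029, FDR = 1.2e-12) and 0.38 (standard error 0.016, FDR = 6.5e-12). It shares 10.7% of its 50-base words with other genes, most of all with *G6pd2*, and overlaps *Ikbkg* on the other strand. *Pgd* (ENSMUSG00000028961, chromosome 4, 149234448 to 149251228) changed by 0.62 (standard error 0.015, FDR = 5.6e-19) and 0.56 (standard error 0.015, FDR = 1.1e-17), *Tkt* (ENSMUSG00000021957, chromosome 14, 30270316 to 30296677) by 0.56 (standard error 0.070, FDR = 1.9e-13) and 0.48 (standard error 0.036, FDR = 9.9e-12), and *Taldo1* (ENSMUSG00000025503, chromosome 7, 140972112 to 140982881) by 0.74 (standard error 0.045, FDR = 1.9e-17) and 0.76 (standard error 0.021, FDR = 8.0e-18). Of the words of *Taldo1* 10.9% are shared with other genes, most of all with *Gm17823*, which had no counts. Of 8 genes listed for mitochondrial biogenesis, 7 were tested, 2 were higher and 0 lower within LPS, over all genes and over the list alone. Within PIC 2 were higher and 0 lower, or 2 and 1 over the list alone. At an unadjusted p below 0.05, 0 and 1 were lower within LPS and within PIC. *Ppargc1b* (ENSMUSG00000033871, chromosome 18, 61431207 to 61533502) changed by 0.40 (standard error 0.085, FDR = 6.5e-04) and 0.64 (standard error 0.079, FDR = 5.1e-07), and *Tfam* (ENSMUSG00000003923, chromosome 10, 71061294 to 71074110) by -0.12 (standard error 0.048, FDR = 0.156) and -0.047 (standard error 0.064, FDR = 0.600). Total library size in place of TMM normalization flipped the sign of the last value of *Tfam*. Transcripts were measured and not the flux through these pathways.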

For example, elevated PPP activity regenerates NADPH, supporting both antioxidant defense and biosynthesis; mitochondrial adjustments could rebalance ATP production and redox poise, potentially constraining energetically costly NO synthesis, and provide reducing equivalents for biosynthesis in general [51]. Overall, our gene expression profile indicates an upregulated pro-glutathione pathway, the lack of which could reverse cytoprotective mechanisms.

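A Reactome set of glutathione genes, of which 15 of 29 were tested, gave a mean log2FC of 0.15 for TBHQ alone against the control (p = 2.2e-06, camera), 0.35 for LPS + TBHQ against LPS (p = 2.3e-08, camera) and 0.45 for PIC + TBHQ against PIC (p = 2.3e-08, camera), and the exact permutation test gave p = 0.1 for each, its smallest possible value. In those comparisons 4, 8 and 9 genes were higher and 3, 0 and 0 lower at an FDR below 0.05, and at an unadjusted p below 0.05 3, 0 and 2 were lower. Over the list alone 4, 8 and 11 were higher and 3, 0 and 1 lower.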

While not examined specifically in this study, the effects of TBHQ on broader immunometabolism rewiring as a component of suppressed inflammatory profiles, including the consequences of altered ACOD1 expression, should be examined in future studies. Of note, is the absence of *Acod1* expression (up or downregulated) in any of the KEGG pathways enriched in our RNAseq data. This is surprising since ACOD1, and it is metabolic product itaconate, are now considered a hallmark biomarker of, and key player in macrophage activation (M1 phenotype) and immunometabolism [61,62]. It is possible that KEGG pathway algorithms have not been updated to include *Acod1* as part of multiple genes involved in classical inflammatory responses. 

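*Acod1* rose against the control by 4.07 (standard error 0.15, FDR = 1.1e-33) with LPS, 5.22 (standard error 0.15, FDR = 1.1e-36) with PIC, 3.94 (standard error 0.15, FDR = 3.1e-33) with LPS + TBHQ and 4.91 (standard error 0.15, FDR = 5.4e-36) with PIC + TBHQ in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. It carried 2087 to 2629 counts per library in the control, 33113 to 35268 with LPS and 71335 to 89340 with PIC. Which genes KEGG assigns to a pathway was not used here.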

Notably, using mAb AW-12 developed in this study, we show an induction of ACOD1 protein due to stimulation with both LPS and PIC, and the reduction in expression associated with pre-exposure to TBHQ. Clearly, more research is needed to determine how, or if, exposure to antioxidants (whether natural or synthetic) affects immunometabolism as a mechanism of action in immunotoxicological studies.

In understanding the implications of our study, sampling at 12 h likely captured the rising or plateau phase of TBHQ-driven antioxidant processes rather than the initiating oxidative stress triggers, such as Nrf2 activation. Earlier sampling (≤6 h) in future work should reveal the onset of electrophile sensing and transcription factor activation, and elements of Nrf2/NF-κB crosstalk. Our in vitro model is intended to simulate prior exposure to TBHQ before an innate immune response in sentinel macrophages. However, it would also be important to examine the reverse order of exposure, as well as simultaneous exposures. At least under in vitro experimental conditions, the NF-κB p65 subunit competes with Nrf2 for co-factors leading to the inactivation of Nrf2, and Nrf2 can induce A20 protein, leading to an inhibition IKK-β phosphorylation [63].

While these findings provide important insights into TBHQ effects on macrophage activation, several limitations should be considered in their interpretation. Firstly, RAW 264.7 cells are an immortalized cell line that can accumulate genetic and metabolic aberrations and are only recommended for use up to 30 passages [64]. Primary macrophages, such as bone-marrow-derived, peritoneal, and/or tissue resident, should be evaluated to confirm translatability, though anatomically distinct macrophages have very different gene and protein expression profiles [65,66]. Additionally, media concentrations may not reflect intracellular or tissue-relevant levels, as TBHQ can rapidly oxidize to TBBQ [67,68]. Measuring intracellular parent/metabolite levels may further improve conclusions. In this study, initial functional data were captured at 24 h, while transcriptomics were evaluated at 12 h, though expression of COX-2 and ACOD1 proteins, and iNOS activities at 12 h validated the RNAseq data. Pharmacologic or genetic targeting of Nrf2, Keap1, HO-1, or glutathione synthesis pathways would help validate whether these pathways are required for TBHQ’s observed phenotype. Lastly, given the relative underuse of PIC in immunological/toxicological models compared to LPS, future studies should continue to explore its utility alongside traditional bacterial stimulants.

## 5. Conclusions

This study examined the immunomodulatory effects of tert-butylhydroquinone (TBHQ) on murine RAW 264.7 macrophages, highlighting its potential to significantly influence inflammatory responses during exposure to lipopolysaccharide (LPS) and polyinosinic-polycytidylic acid (poly I:C, PIC). TBHQ was evaluated at concentrations of 0.1, 1, and 5 µM. Key findings from this study include: 1. TBHQ modulates inflammatory responses. At the highest non-cytotoxic dose (5 µM), TBHQ reduced nitric oxide production and interleukin-10 (IL-10) secretion, while lower concentrations (0.1 and 1 µM) enhanced both phagocytic activity and IL-6 secretion, underscoring its nuanced role in immune regulation. 2. TBHQ alters inflammatory signaling transcriptomic profiling: through functional assays and transcriptomic analyses, TBHQ was shown to significantly downregulate proinflammatory pathways. Critical genes involved in cytokine and chemokine production, such as *Cxcl2*, *Ccl2*, and *Il6*, were suppressed. Additionally, essential components of NF-κB signaling (including *Nfkbia*, *Nfkb1*, and *Ikbke*) exhibited considerable downregulation, suggesting a large impact on inflammatory signaling cascades. 3. TBHQ enhances antioxidant pathways: TBHQ’s effects were marked by the activation of potent antioxidant pathways, particularly those related to glutathione metabolism and xenobiotic processing. There was a notable increase in transcript levels for metabolic genes like *Cbr3*, *Adh7*, and *Gstp1/3*, indicating a shift toward enhanced cellular defense mechanisms. In conclusion, the findings demonstrate that TBHQ’s influence on macrophage activation and its capacity to modulate inflammatory signaling are primarily driven by the induction of Nrf2-related antioxidant pathways. This highlights the need for a critical reassessment of TBHQ’s use in food products, considering its implications for immune function and overall human health, as well as ecological risks associated with its widespread application.

## Figures and Tables

**Figure 1:**
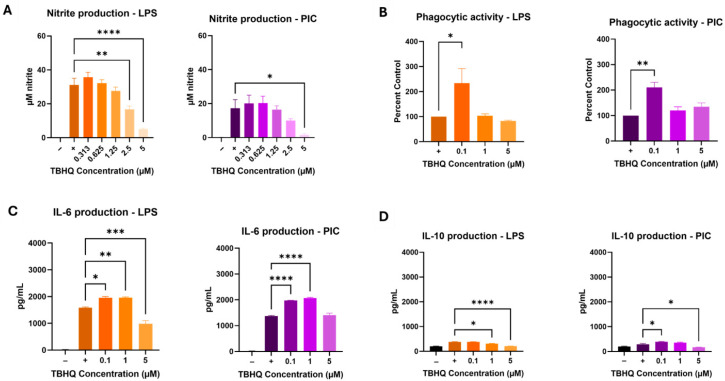
RAW 264.7 macrophages were treated with media only, or dilutions of TBHQ for 4 h prior to the addition of 0.1 µg/mL of LPS or 20 µg/mL PIC for 24 h. (**A**) Nitrite secretion measured directly in the cell supernatants via the Griess Reagent. (**B**) Ability of macrophages to phagocytize 1.5 µm fluorescent microspheres. (**C**) IL-6 cytokine secretion measured by ELISA. (**D**) IL-10 cytokine secretion measured by ELISA. All experiments were performed in triplicate (*n* = 3). Data represents the mean ± SE. Statistical significance is represented by * (*p* ≤ 0.05), ** (*p* ≤ 0.01), *** (*p* ≤ 0.001), and **** (*p* ≤ 0.0001).

**Figure 2:**
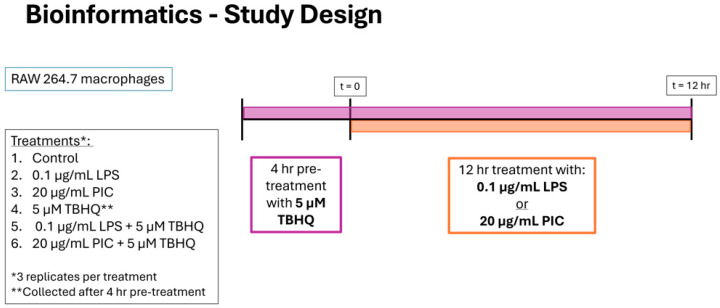
Experimental timeline and study design for bioinformatics. RAW 264.7 cells were stimulated with (1) media only, (2) 0.1 µg/mL of LPS or (3) 20 µg/mL PIC for 12 h, with designated treatment groups being pre-exposed to (4) 5 µM TBHQ for 4 h, (5) TBHQ for 4 h, and LPS for an additional 12 h, or (6) TBHQ for 4 h, and PIC for an additional 12 h. Cells were then lysed with Trizol before total RNA was collected and enriched for sequencing. All experiments were performed in triplicate (*n* = 3).

**Figure 3:**
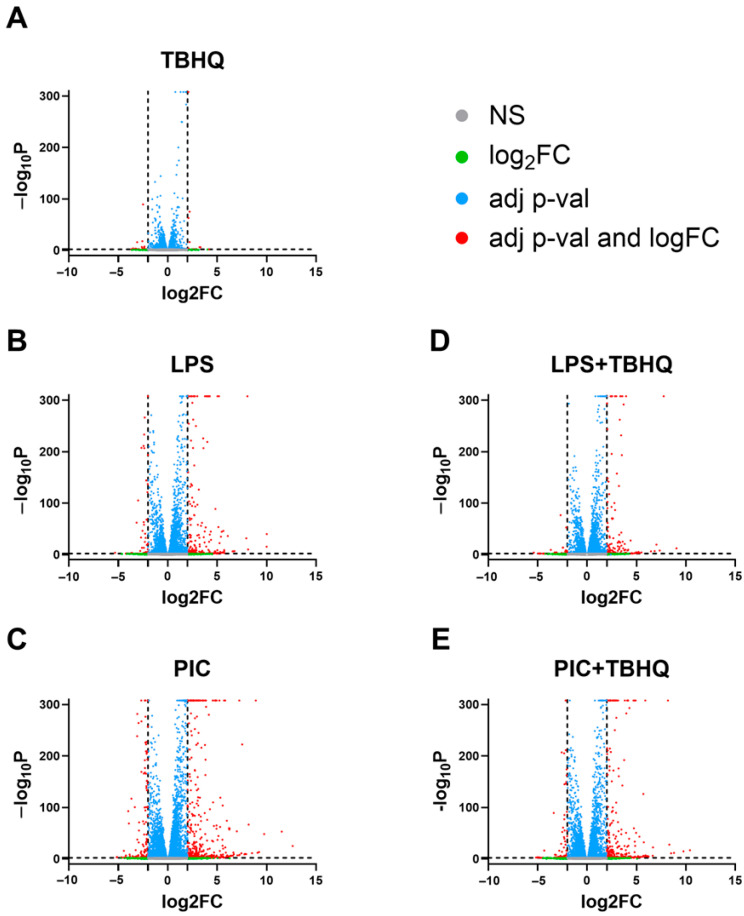
Volcano plot of differentially expressed genes in (**A**) macrophages pretreated for 4 h with 5 µM TBHQ, (**B**) macrophages treated for 12 h with 0.1 µg/mL of LPS, (**C**) macrophages treated for 12 h with 20 µg/mL PIC, (**D**) macrophages pretreated for 4 h with 5 µM TBHQ and treated for 12 h with 0.1 µg/mL of LPS, and (**E**) macrophages pretreated 4 h with 5 µM TBHQ and treated for 12 h with 20 µg/mL PIC. All genes are shown as dots. Significantly differentially expressed genes (*p* value ≤ 0.01) are colored above the horizontal line as blue or red. Genes with a differential expression of >|2| are shown in red to the left and right of the vertical lines.

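Each comparison with the control covered 13691 genes. At an unadjusted p below 0.05, 5187 genes differed with TBHQ alone, 7276 with LPS, 8480 with PIC, 6809 with LPS + TBHQ and 7814 with PIC + TBHQ. An FDR below 0.05 was reached by 5983 genes with LPS + TBHQ and by 7178 with PIC + TBHQ, and 1022, 1806, 721 and 1268 genes of LPS, PIC, LPS + TBHQ and PIC + TBHQ changed more than 2-fold at that FDR.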

**Figure 4:**
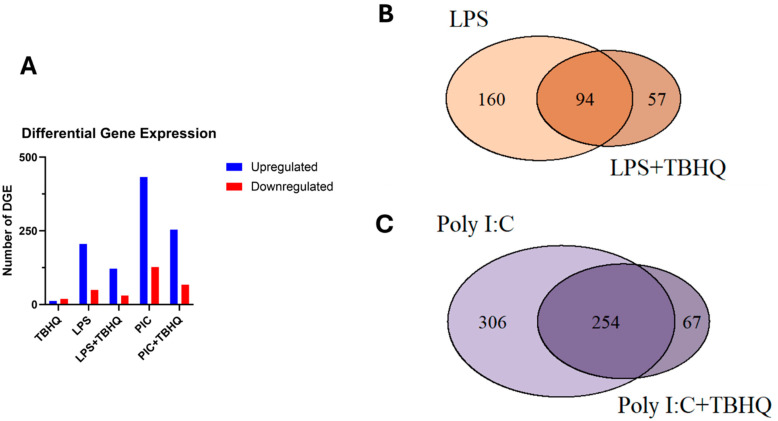
(**A**) Total number of up- and down-regulated differentially expressed genes that were significant (*p* value ≤ 0.01 and log2FC > |2|). Venn diagram of up-regulated differentially expressed genes in LPS versus LPS+TBHQ (**B**) treated conditions and PIC versus PIC + TBHQ treated conditions (**C**).

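With an unadjusted p below 0.01 in place of the FDR, as the legend of Figure 4 gives the threshold, 29 genes passed with TBHQ alone, 230 with LPS, 489 with PIC, 141 with LPS + TBHQ and 301 with PIC + TBHQ. Of these, 13, 189, 370, 124 and 246 were higher than the control in the same order.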

**Figure 5:**
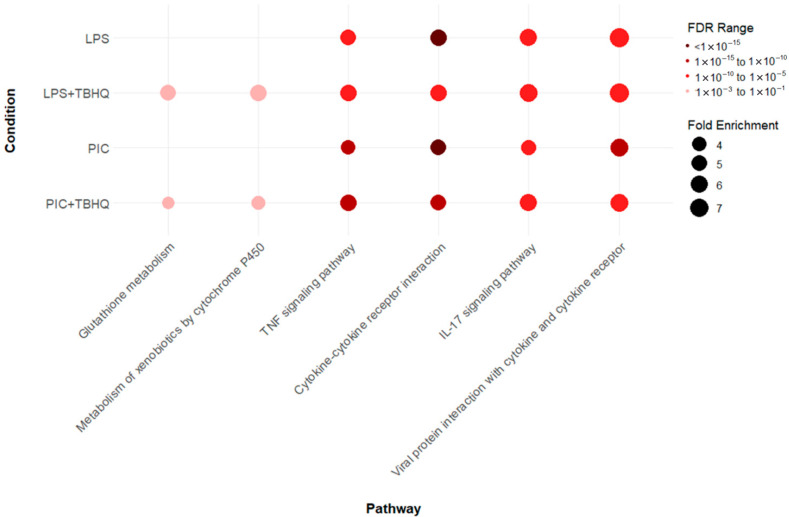
Dot plot of select Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways that were up regulated in LPS- or PIC-stimulated conditions, with or without 4 h pretreatment with TBHQ. All pathways are statistically significant (FDR ≤ 0.01), and the color of the dots represent the FDR value, where darker reds are more statistically significant. The size of the dot represents the fold enrichment, where larger dots are proportional to a larger fold-enrichment value.

**Figure 6:**
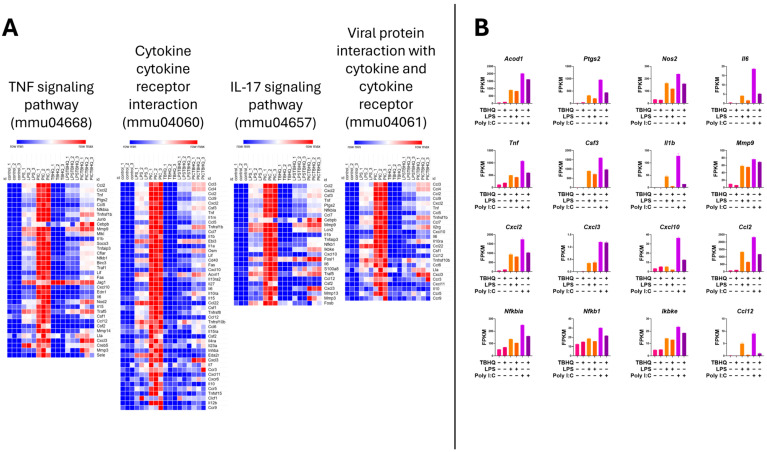
Heatmap of normalized gene counts for up-regulated genes from KEGG pathway analysis shown in Figure 5. (**A**) The KEGG pathways associated with inflammation, and (**B**) normalized gene counts (fragments per kilobase of transcript per million mapped reads, FPKM) from select genes within inflammatory KEGG pathways. Each bar represents a treatment condition (*n* = 3).

**Figure 7:**
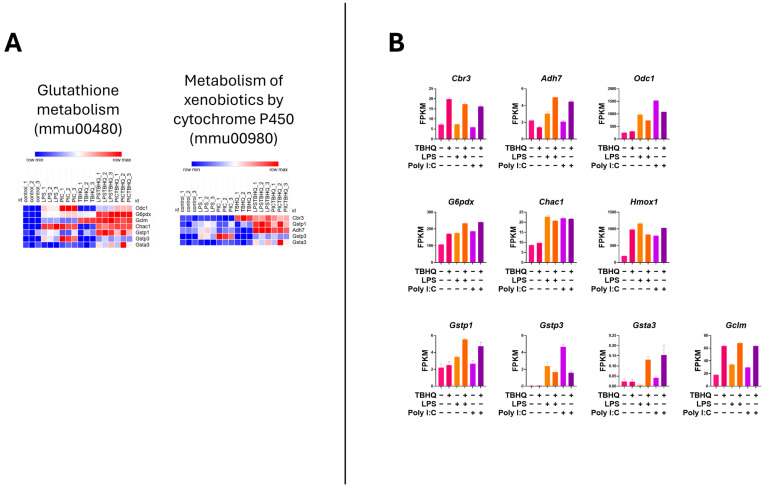
Heatmap of normalized gene counts for up-regulated genes from KEGG pathway analysis shown in Figure 5. (**A**) KEGG pathways associated with cellular metabolism, and (**B**) normalized gene counts (fragments per kilobase of transcript per million mapped reads, FPKM) from selected genes within cellular metabolism KEGG pathways. Each bar represents a treatment condition (*n* = 3).

**Figure 8:**
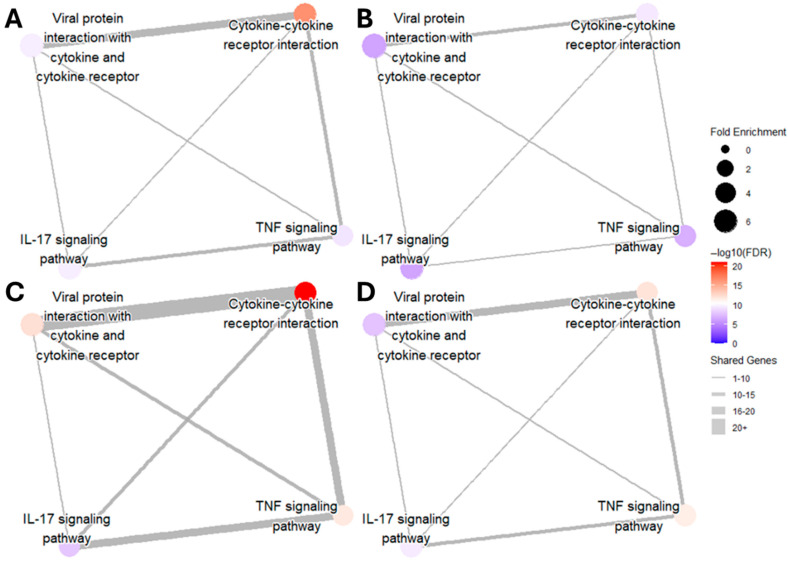
Network map of upregulated inflammatory KEGG pathways in (**A**) macrophages treated with 0.1 µg/mL of LPS for 12 h, (**B**) macrophages pretreated for 4 h with 5 µM TBHQ and then 0.1 µg/mL of LPS for 12 h, (**C**) macrophages treated with 20 µg/mL PIC for 12 h, and (**D**) macrophages pretreated with 5 µM TBHQ for 4 h and then 20 µg/mL PIC for 12 h. The size of the dots represents the fold enrichment of the labeled pathway. The color of the node represents the statistical significance of the pathway (all FDR values < 0.01). The width of the edges represents the number of shared genes between pathways.

**Figure 9:**
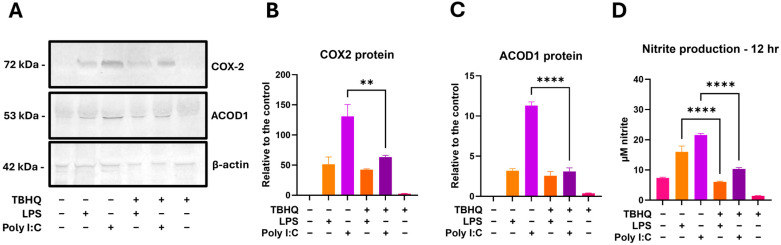
RAW 264.7 cells were pretreated with 5 µM TBHQ for 4 h, then stimulated with 0.1 µg/mL of LPS or 20 µg/mL PIC for 12 h. (**A**) Cell lysates were subjected to SDS-PAGE and immunoblotting. Representative immunoblots showing COX-2, ACOD1, and β-actin as the loading control. Western blot analysis of (**B**) COX-2 and (**C**) ACOD1. Data represents the mean band densities ± SE. (**D**) Nitrite production measured in cell supernatants via the Griess Reagent. Data represents the mean ± SE. All experiments were performed in triplicate (*n* = 3). Statistical significance is represented by ** (*p* ≤ 0.01) and **** (*p* ≤ 0.0001).

**Table 1:** Differential gene expression (DGE) of key genes involved in inflammation (KEGG pathways mmu04668, mmu04060, mmu04657, and mmu04061) and cellular metabolism (KEGG pathways mmu00480 and mmu00980) derived from KEGG pathway enrichment analysis. Values represent the log2FC relative to the control condition. All values listed were statistically significant (*p* value < 0.05).

Gene Name	Gene ID	Genbank NO.	Symbol	TBHQ *	LPS	LPS + TBHQ	PIC	PIC + TBHQ
*Inflammation*								
Tumor necrosis factor	21926	NM_013693.3	*Tnf*	+0.69	+2.05	+1.81	+3.16	+2.32
Interleukin 6	16193	NM_031168.2	*Il6*	−1.44	+3.14	+1.80	+5.32	+3.47
C-C motif chemokine ligand 12	20293	NM_011331.3	*Ccl12*	-	+5.02	-	+5.88	+2.67
C-C motif chemokine ligand 2	20296	NM_011333.3	*Ccl2*	+0.55	+4.00	+2.97	+4.80	+3.82
C-X-C motif chemokine ligand 2	20310	NM_009140.2	*Cxcl2*	+0.93	+3.91	+3.70	+4.82	+4.06
C-X-C motif chemokine ligand 3	330122	NM_203320.3	*Cxcl3*	-	+6.76	+6.84	+8.53	+8.51
C-X-C motif chemokine ligand 10	15945	NM_021274.2	*Cxcl10*	+0.65	+0.68	−0.71	+3.41	+1.89
Nitric oxide synthase 2, inducible	18126	NM_010927.4	*Nos2*	-	+2.36	+1.89	+2.90	+2.32
Prostaglandin-endoperoxide synthase 2	19225	NM_011198.5	*Ptgs2*	+1.36	+4.26	+3.57	+5.82	+4.70
Aconitate decarboxylase 1	16365	NM_008392.1	*Acod1*	+0.88	+4.08	+3.95	+5.24	+4.91
Nuclear factor of kappa light polypeptide gene enhancer in B cells 1, p105	18033	NM_008689.3	*Nfkb1*	+0.27	+0.57	+0.32	+1.27	+0.79
Nuclear factor of kappa light polypeptide gene enhancer in B cells inhibitor, alpha	18035	NM_010907.2	*Nfkbia*	+0.41	+1.36	+0.99	+2.25	+1.61
Inhibitor of kappaB kinase epsilon	56489	NM_019777.3	*Ikbke*	-	+1.57	+1.43	+2.29	+1.94
Interleukin 1 beta	16176	NM_008361.4	*Il1b*	-	+10.02	+7.03	+11.54	+8.33
Colony stimulating factor 3	12985	NM_009971.1	*Csf3*	+2.22	+8.07	+7.76	+8.91	+8.19
Matrix metallopeptidase 9	17395	NM_013599.5	*Mmp9*	+0.61	+2.56	+2.49	+2.95	+2.81
*Cellular Metabolism*								
Glutathione S-transferase, pi 1	14870	NM_013541.1	*Gstp1*	-	+0.64	+1.32	-	+1.09
Glutathione S-transferase pi 3	225884	NM_144869.4	*Gstp3*	-	+5.72	+5.20	+6.68	+5.16
Glutathion S-transferase, alpha 3	14859	NM_010365.5	*Gsta3*	-	-	+2.47	-	+2.68
Carbonyl reductase 3	109857	NM_173047.3	*Cbr3*	+1.46	-	+1.27	-	+1.17
Alcohol dehydrogenase 7 (class IV), mu or sigma polypeptide	11529	NM_009626.4	*Adh7*	−0.67	+0.45	+1.16	-	+1.00
Ornithine decarboxylase, structural 1	18263	NM_013614.3	*Odc1*	+0.29	+1.93	+1.55	+2.59	+2.09
Glucose-6-phosphate dehydrogenase X-linked	14381	NM_008062.3	*G6pdx*	+0.67	+0.71	+1.12	+0.80	+1.17
Glutamate-cysteine ligase, modifer subunit	14630	NM_008129.4	*Gclm*	+1.82	+0.94	+1.92	+0.73	+1.83
Chac, cation transport regulator 1	69065	NM_026929.4	*Chac1*	-	+1.39	+1.26	+1.35	+1.33
Heme oxygenase 1	15368	NM_010442.2	*Hmox1*	+2.10	+2.34	+2.04	+2.58	+2.41

* TBHQ treatment was assessed at 4 h to determine antioxidant effects; all other treatments adhered to the 12 h study design.

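For the TBHQ column, 3 libraries harvested at 4 h were compared with the 3 control libraries. They held 15552492 to 16267145 counts. Of the 9 tested metabolism genes, 5 were higher, 1 was lower and 3 did not reach an FDR below 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *G6pdx* rose by 0.66 (standard error 0.033, FDR = 5.5e-18) and *Odc1* by 0.29 (standard error 0.14, FDR = 1.4e-04), and *Chac1* did not reach the limit (0.17, FDR = 0.116).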

## Data Availability

Data is contained within the article. Sequencing data can be accessed at the GEO data repository (GSE 307170).

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/toxics13100883/s1, Figure S1: Cell viability following TBHQ treatment of RAW 264.7 macrophages using the MTT assay. Cells were treated with serial dilutions of TBHQ for 24 h. TBHQ at 5 µM and below were not cytotoxic. Data is expressed as percentage of control optical densities, and presented as the mean +/− SE. The assays were carried out in triplicate; Figure S2: Principal Component Analysis (PCA) plot shows close clustering of all sample replicates, indicating low technical variation; Figure S3: Extended dot plot of all 42 upregulated Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways, of which at least one of the treatment groups is enriched. All pathways are statistically significant (*p* ≤ 0.05), and the color of the dots represent the FDR value, where darker reds are more statistically significant. The size of the dot represents the fold enrichment, where larger dots are proportional to a larger fold-enrichment value; Figure S4: Heatmaps of the full Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways selected for further analysis in the body of the paper. (A) TNF signaling pathway (mmu04668), including 118 genes. (B) Cytokine cytokine receptor interaction (mmu04060), including 293 genes. (C) IL-17 signaling pathway (mmu04657), including 93 genes. (D) Viral protein interaction with cytokine and cytokine receptor (mmu04061), including 95 genes. (E) Glutathione metabolism (mmu00480), including 72 genes. (F) Metabolism of xenobiotics by cytochrome P450 (mmu00980), including 75 genes. A–D represents the four most biologically significant upregulated KEGG pathways across treatments related to inflammation. Heatmaps E–F are the two most biologically significant and upregulated KEGG pathways related to cellular metabolism, specifically enriched in TBHQ treatments; Table S1: Amino acid sequences of predicted most immunogenic ACOD1 peptides (underlined) from representative vertebrates (F, fish; Rp, reptile; Avian, Av; Mammal, M) demonstrating a highly conserved core ACOD1 epitope (TFYGHWRKPL). Mice were immunized with synthetic mouse ACOD1 peptide conjugated to KLH at the C-terminus cysteine (C) and resulting hybridomas screened against the unconjugated peptide by ELISA. Positive hybridomas were subsequently re-screened by ELISA against the core sequence (TFYGHWRKPL) to obtain mAb AW-12 with reactivity across vertebrate taxa.

## References

[1] Godfray H.C.J., Beddington J.R., Crute I.R., Haddad L., Lawrence D., Muir J.F., Pretty J., Robinson S., Thomas S.M., Toulmin C. (2010). Food Security: The Challenge of Feeding 9 Billion People. Science.

[2] Fung F., Wang H.-S., Menon S. (2018). Food safety in the 21st century. Biomed. J..

[3] King T., Cole M., Farber J.M., Eisenbrand G., Zabaras D., Fox E.M., Hill J.P. (2017). Food safety for food security: Relationship between global megatrends and developments in food safety. Trends Food Sci. Technol..

[4] Pressman P., Clemens R., Hayes W., Reddy C. (2017). Food additive safety: A review of toxicologic and regulatory issues. Toxicol. Res. Appl..

[5] Shahidi F., Ambigaipalan P. (2015). Phenolics and polyphenolics in foods, beverages and spices: Antioxidant activity and health effects—A review. J. Funct. Foods.

[6] Esazadeh K., Ezzati Nazhad Dolatabadi J., Andishmand H., Mohammadzadeh-Aghdash H., Mahmoudpour M., Naemi Kermanshahi M., Roosta Y. (2024). Cytotoxic and genotoxic effects of tert-butylhydroquinone, butylated hydroxyanisole and propyl gallate as synthetic food antioxidants. Food Sci. Nutr..

[7] Khezerlou A., Akhlaghi A.P., Alizadeh A.M., Dehghan P., Maleki P. (2022). Alarming impact of the excessive use of tert-butylhydroquinone in food products: A narrative review. Toxicol. Rep..

[8] Liu X., Zheng Z., Liu Y. (2025). Lipophilic antioxidants in edible oils: Mechanisms, applications and interactions. Food Res. Int..

[9] Zhou J., Xiong Y., Shi Y. (2016). Antioxidant Consumption Kinetics and Shelf-Life Prediction for Biodiesel Stabilized with Antioxidants Using the Rancimat Method. Energy Fuels.

[10] Li Z.J., Yang F.J., Yang L., Zu Y.G. (2018). Comparison of the antioxidant effects of carnosic acid and synthetic antioxidants on tara seed oil. Chem. Cent. J..

[11] Gharavi N., Haggarty S., El-Kadi A.O. (2007). Chemoprotective and carcinogenic effects of tert-butylhydroquinone and its metabolites. Curr. Drug Metab..

[12] World Health Organization (1999). Safety Evaluation of Certain Food Additive and Contaminants.

[13] Botterweck A.A.M., Verhagen H., Goldbohm R.A., Kleinjans J., van den Brandt P.A. (2000). Intake of butylated hydroxyanisole and butylated hydroxytoluene and stomach cancer risk: Results from analyses in The Netherlands Cohort Study. Food Chem. Toxicol..

[14] Engelhardt J.A., Athanassiadis I., Leonards P.E.G., Weiss J.M. (2025). Multi-target analysis of synthetic phenolic compounds in human blood. Talanta.

[15] Wang S., Zhang H., Shi X., Zhang Q., Ren Y., Chen J., Wang H., Wang W., Wang Q. (2025). The reaction laws and toxicity effects of synthetic phenolic antioxidants (SPAs) in wastewater and atmosphere: A theoretical investigation. Process Saf. Environ. Prot..

[16] Australian Industrial Chemicals Introduction Scheme (2022). Butylated Hydroxyanisole and Related Antioxidants.

[17] Hoang N.M.H., Park K. (2024). Applications of Tert-Butyl-Phenolic Antioxidants in Consumer Products and Their Potential Toxicities in Humans. Toxics.

[18] van Esch G.J. (1986). Toxicology of tert-Butylhydroquinone (TBHQ). Food Chem. Toxicol..

[19] National Toxicology Program (1997). Toxicology and Carcinogenesis Studies of t-Butylhydroquinone in F344/N Rats and B6C3F1 Mice.

[20] Hahn M.E., McArthur A.G., Karchner S.I., Franks D.G., Jenny M.J., Timme-Laragy A.R., Stegeman J.J., Woodin B.R., Cipriano M.J., Linney E. (2014). The transcriptional response to oxidative stress during vertebrate development: Effects of tert-butylhydroquinone and 2,3,7,8-tetrachlorodibenzo-p-dioxin. PLoS ONE.

[21] Baran A., Yildirim S., Ghosigharehaghaji A., Bolat İ., Sulukan E., Ceyhun S.B. (2021). An approach to evaluating the potential teratogenic and neurotoxic mechanism of BHA based on apoptosis induced by oxidative stress in zebrafish embryo (*Danio rerio*). Hum. Exp. Toxicol..

[22] Leonard E.R., Marques E.S., Roy M.A., Conlin S.M., Ranjan R., Timme-Laragy A.R. (2023). Dietary exposure to the food preservative tert-Butylhydroquinone (tBHQ) impairs zebrafish (*Danio rerio*) survival, growth, organ development, and gene expression in Nrf2a-dependent and independent ways. Food Chem. Toxicol..

[23] Yang X., Sun Z., Wang W., Zhou Q., Shi G., Wei F., Jiang G. (2018). Developmental toxicity of synthetic phenolic antioxidants to the early life stage of zebrafish. Sci. Total Environ..

[24] Wufuer R., Fan Z., Liu K., Zhang Y. (2021). Differential Yet Integral Contributions of Nrf1 and Nrf2 in the Human HepG2 Cells on Antioxidant Cytoprotective Response against Tert-Butylhydroquinone as a Pro-Oxidative Stressor. Antioxidants.

[25] Zagorski J.W., Turley A.E., Dover H.E., VanDenBerg K.R., Compton J.R., Rockwell C.E. (2013). The Nrf2 Activator, tBHQ, Differentially Affects Early Events Following Stimulation of Jurkat Cells. Toxicol. Sci..

[26] Lazaro I., Lopez-Sanz L., Bernal S., Oguiza A., Recio C., Melgar A., Jimenez-Castilla L., Egido J., Madrigal-Matute J., Gomez-Guerrero C. (2018). Nrf2 Activation Provides Atheroprotection in Diabetic Mice Through Concerted Upregulation of Antioxidant, Anti-inflammatory, and Autophagy Mechanisms. Front. Pharmacol..

[27] Imhoff B.R., Hansen J.M. (2010). Tert-butylhydroquinone induces mitochondrial oxidative stress causing Nrf2 activation. Cell Biol. Toxicol..

[28] Rockwell C.E., Zhang M., Fields P.E., Klaassen C.D. (2012). Th2 Skewing by Activation of Nrf2 in CD4+ T Cells. J. Immunol..

[29] Jin Y., Boss A.P., Bursley J.K., Wilson C., Gangur V., Rockwell C.E. (2025). The transcription factor Nrf2 links Th2-mediated experimental allergy to food preservatives. Front. Immunol..

[30] Boss A.P., Freeborn R.A., Duriancik D.M., Kennedy R.C., Gardner E.M., Rockwell C.E. (2018). The Nrf2 activator tBHQ inhibits the activation of primary murine natural killer cells. Food Chem. Toxicol..

[31] Gharavi N., El-Kadi A.O. (2005). tert-Butylhydroquinone is a novel aryl hydrocarbon receptor ligand. Drug Metab. Dispos..

[32] Zhao Y.-L., Zhao W., Liu M., Liu L., Wang Y. (2020). TBHQ-Overview of Multiple Mechanisms against Oxidative Stress for Attenuating Methamphetamine-Induced Neurotoxicity. Oxidative Med. Cell. Longev..

[33] Zhang D.D., Hannink M. (2003). Distinct Cysteine Residues in Keap1 Are Required for Keap1-Dependent Ubiquitination of Nrf2 and for Stabilization of Nrf2 by Chemopreventive Agents and Oxidative Stress. Mol. Cell. Biol..

[34] Zagorski J.W., Turley A.E., Freeborn R.A., VanDenBerg K.R., Dover H.E., Kardell B.R., Liby K.T., Rockwell C.E. (2018). Differential effects of the Nrf2 activators tBHQ and CDDO-Im on the early events of T cell activation. Biochem. Pharmacol..

[35] Medzhitov R. (2021). The spectrum of inflammatory responses. Science.

[36] Hirayama D., Iida T., Nakase H. (2017). The Phagocytic Function of Macrophage-Enforcing Innate Immunity and Tissue Homeostasis. Int. J. Mol. Sci..

[37] Mantovani A., Sica A., Sozzani S., Allavena P., Vecchi A., Locati M. (2004). The chemokine system in diverse forms of macrophage activation and polarization. Trends Immunol..

[38] Janeway C.A. (2001). How the immune system protects the host from infection. Microbes Infect..

[39] Moratilla-Rivera I., Sánchez M., Valdés-González J.A., Gómez-Serranillos M.P. (2023). Natural Products as Modulators of Nrf2 Signaling Pathway in Neuroprotection. Int. J. Mol. Sci..

[40] Pouremamali F., Pouremamali A., Dadashpour M., Soozangar N., Jeddi F. (2022). An update of Nrf2 activators and inhibitors in cancer prevention/promotion. Cell Commun. Signal..

[41] Babcock A.S., Anderson A.L., Rice C.D. (2013). Indirubin-3′-(2,3 dihydroxypropyl)-oximether (E804) is a potent modulator of LPS-stimulated macrophage functions. Toxicol. Appl. Pharmacol..

[42] Dietert R.R., Hotchkiss J.H., Austic R.E., Sung Y.-J., Burleson G.R., Dean J.H., Munson A.E. (1995). Production of reactive nitrogen intermediates by macrophages. Methods in Immunotoxicology.

[43] Nguyen T., Sherratt P.J., Nioi P., Yang C.S., Pickett C.B. (2005). Nrf2 Controls Constitutive and Inducible Expression of ARE-driven Genes through a Dynamic Pathway Involving Nucleocytoplasmic Shuttling by Keap1*. J. Biol. Chem..

[44] Li C.-Q., Kim M.Y., Godoy L.C., Thiantanawat A., Trudel L.J., Wogan G.N. (2009). Nitric oxide activation of Keap1/Nrf2 signaling in human colon carcinoma cells. Proc. Natl. Acad. Sci. USA.

[45] Anderson A.L., Dubanksy B.D., Wilson L.B., Tanguay R.L., Rice C.D. (2022). Development and Applications of a Zebrafish (*Danio rerio*) CYP1A-Targeted Monoclonal Antibody (CRC4) with Reactivity across Vertebrate Taxa: Evidence for a Conserved CYP1A Epitope. Toxics.

[46] Margiotta A.L., Bain L.J., Rice C.D. (2017). Expression of the Major Vault Protein (MVP) and Cellular Vault Particles in Fish. Anat. Rec..

[47] Schneider C.A., Rasband W.S., Eliceiri K.W. (2012). NIH Image to ImageJ: 25 years of image analysis. Nat. Methods.

[48] Li W., Kong A.N. (2009). Molecular mechanisms of Nrf2-mediated antioxidant response. Mol. Carcinog..

[49] Li R., Jia Z., Zhu H. (2019). Regulation of Nrf2 Signaling. React. Oxyg. Species.

[50] Tonelli C., Chio I.I.C., Tuveson D.A. (2018). Transcriptional Regulation by Nrf2. Antioxid. Redox Signal..

[51] Ngo V., Duennwald M.L. (2022). Nrf2 and Oxidative Stress: A General Overview of Mechanisms and Implications in Human Disease. Antioxidants.

[52] Trask O.J., Markossian S., Grossman A., Baskir H., Arkin M., Auld D., Austin C., Baell J., Brimacombe K., Chung T.D.Y., Coussens N.P. (2012). Translocation Assay Development and Validation for High Content Screening.

[53] Reimer T., Brcic M., Schweizer M., Jungi T.W. (2008). poly(I:C) and LPS induce distinct IRF3 and NF-κB signaling during type-I IFN and TNF responses in human macrophages. J. Leukoc. Biol..

[54] Kawai T., Akira S. (2008). Toll-like receptor and RIG-I-like receptor signaling. Ann. N. Y. Acad. Sci..

[55] Alexopoulou L., Holt A.C., Medzhitov R., Flavell R.A. (2001). Recognition of double-stranded RNA and activation of NF-kappaB by Toll-like receptor 3. Nature.

[56] Yang Z.-X., Guo D.-Y., Shen L.-Z., Mao G.-X., Dai J.-H., Chen S.-S., Yan J. (2019). Transcriptome profiling of poly(I:C)-induced RAW 264.7 mouse macrophages in response to panaxadiol. Biologia.

[57] Kim Y.-J., Kim H.-J., Lee J.Y., Kim D.-H., Kang M.S., Park W. (2018). Anti-Inflammatory Effect of Baicalein on Polyinosinic–Polycytidylic Acid-Induced RAW 264.7 Mouse Macrophages. Viruses.

[58] Palmieri E.M., McGinity C., Wink D.A., McVicar D.W. (2020). Nitric Oxide in Macrophage Immunometabolism: Hiding in Plain Sight. Metabolites.

[59] Pradhan P., Vijayan V., Liu B., Martinez-Delgado B., Matamala N., Nikolin C., Greite R., DeLuca D.S., Janciauskiene S., Motterlini R. (2024). Distinct metabolic responses to heme in inflammatory human and mouse macrophages—Role of nitric oxide. Redox Biol..

[60] Ye Q., Gao Z., Yan H., Zhang H., Meng X., Xiao H. (2025). Transcriptomic analysis reveals significant changes in gene expression and a potential mitochondria-mediated apoptotic pathway in murine RAW 264.7 macrophages exposed to tert-butylquinone. Food Biosci..

[61] O’Neill L.A.J., Artyomov M.N. (2019). Itaconate: The poster child of metabolic reprogramming in macrophage function. Nat. Rev. Immunol..

[62] Wu R., Chen F., Wang N., Tang D., Kang R. (2020). ACOD1 in immunometabolism and disease. Cell. Mol. Immunol..

[63] Gao W., Guo L., Yang Y., Wang Y., Xia S., Gong H., Zhang B.-K., Yan M. (2022). Dissecting the Crosstalk Between Nrf2 and NF-κB Response Pathways in Drug-Induced Toxicity. Front. Cell Dev. Biol..

[64] Taciak B., Bialasek M., Braniewska A., Sas Z., Sawicka P., Kiraga L., Rygiel T., Krol M. (2018). Evaluation of phenotypic and functional stability of RAW 264.7 cell line through serial passages. PLoS ONE.

[65] Gordon S., Plüddemann A. (2017). Tissue macrophages: Heterogeneity and functions. BMC Biol..

[66] Guan F., Wang R., Yi Z., Luo P., Liu W., Xie Y., Liu Z., Xia Z., Zhang H., Cheng Q. (2025). Tissue macrophages: Origin, heterogenity, biological functions, diseases and therapeutic targets. Signal Transduct. Target. Ther..

[67] Ye Q., Meng X., Jiang L. (2018). Identification and assessment of residual levels of the main oxidation product of tert-butylhydroquinone in frying oils after heating and its cytotoxicity to RAW 264.7 cells. Food Chem..

[68] Okubo T., Yokoyama Y., Kano K., Kano I. (2003). Cell death induced by the phenolic antioxidant tert-butylhydroquinone and its metabolite tert-butylquinone in human monocytic leukemia U937 cells. Food Chem. Toxicol..

# Supplementary material for: Tert-Butylhydroquinone (TBHQ) Suppresses LPS- and Poly (I:C)-Induced RAW 264.7 Macrophage Activation Through Reduced NF-κB/Type 1 Interferon and Enhanced Antioxidant-Related Pathways
**Source:** Toxics. 2025 Oct 16;13(10):883. doi: 10.3390/toxics13100883
**Supplement:** Supplementary file 1

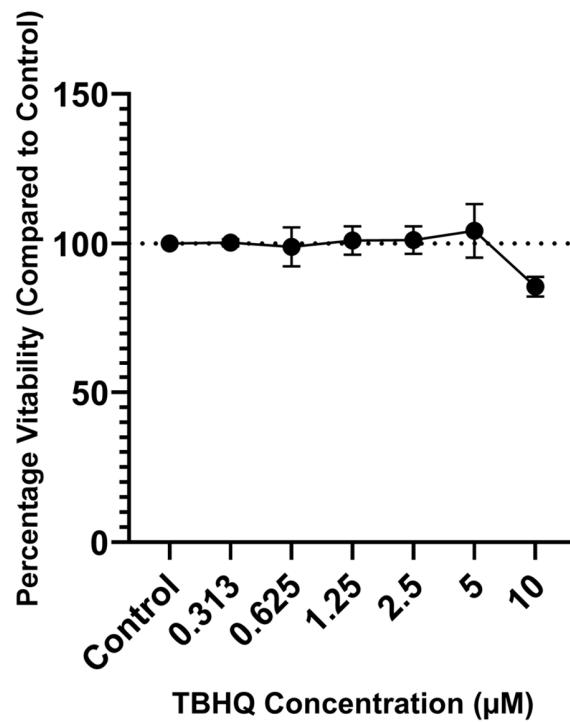

**Supplemental Figure 1.** Cell viability following TBHQ treatment of RAW 264.7 macrophages using the MTT assay. Cells were treated with serial dilutions of TBHQ for 24 h. TBHQ at 5  $\mu$ M and below were not cytotoxic. Data is expressed as percentage of control optical densities, and presented as the mean  $\pm$  SE. The assays were carried out in triplicate.

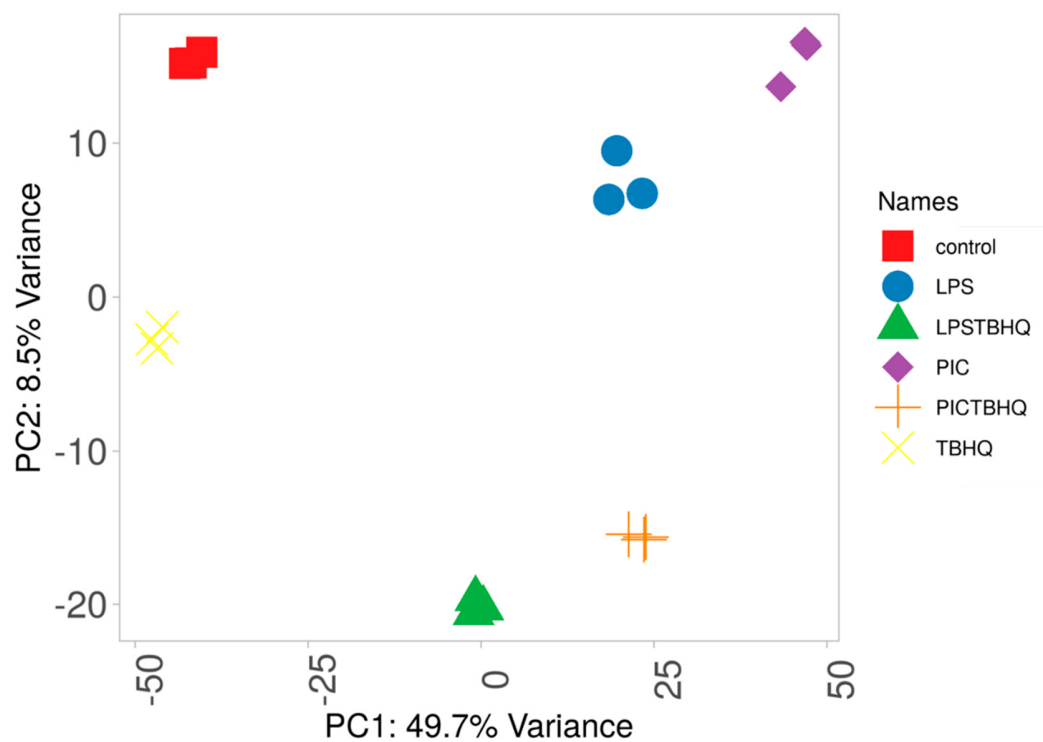

**Supplemental Figure 2.** Principal Component Analysis (PCA) plot shows close clustering of all sample replicates, indicating low technical variation.

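The plot places each library by 2 weighted sums of the expression of all genes, chosen so that they carry the most variance between libraries. Along the first component, the condition means in the recomputed PCA ran from -33.6 (SD 0.382, n = 3) for TBHQ and -30.1 (SD 0.874) for the control, through 0.0183 (SD 0.700) for LPS + TBHQ, 14.4 (SD 1.93) for LPS and 16.8 (SD 0.940) for PIC + TBHQ, to 32.5 (SD 1.35) for PIC. Along the second component, the 3 conditions with TBHQ had means of 3.65, 10.2 and 12.7, and the 3 without it had means of -11.3, -9.45 and -5.81. The lowest correlation between 2 replicates of a condition was 0.995, taken across genes on log2 CPM. Replicates still differed by more than counting noise, with a chi-square per degree of freedom of 2.66 to 5.29 over the 18 pairs. The median biological coefficient of variation of their counts was 2.01% to 3.17% per condition.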

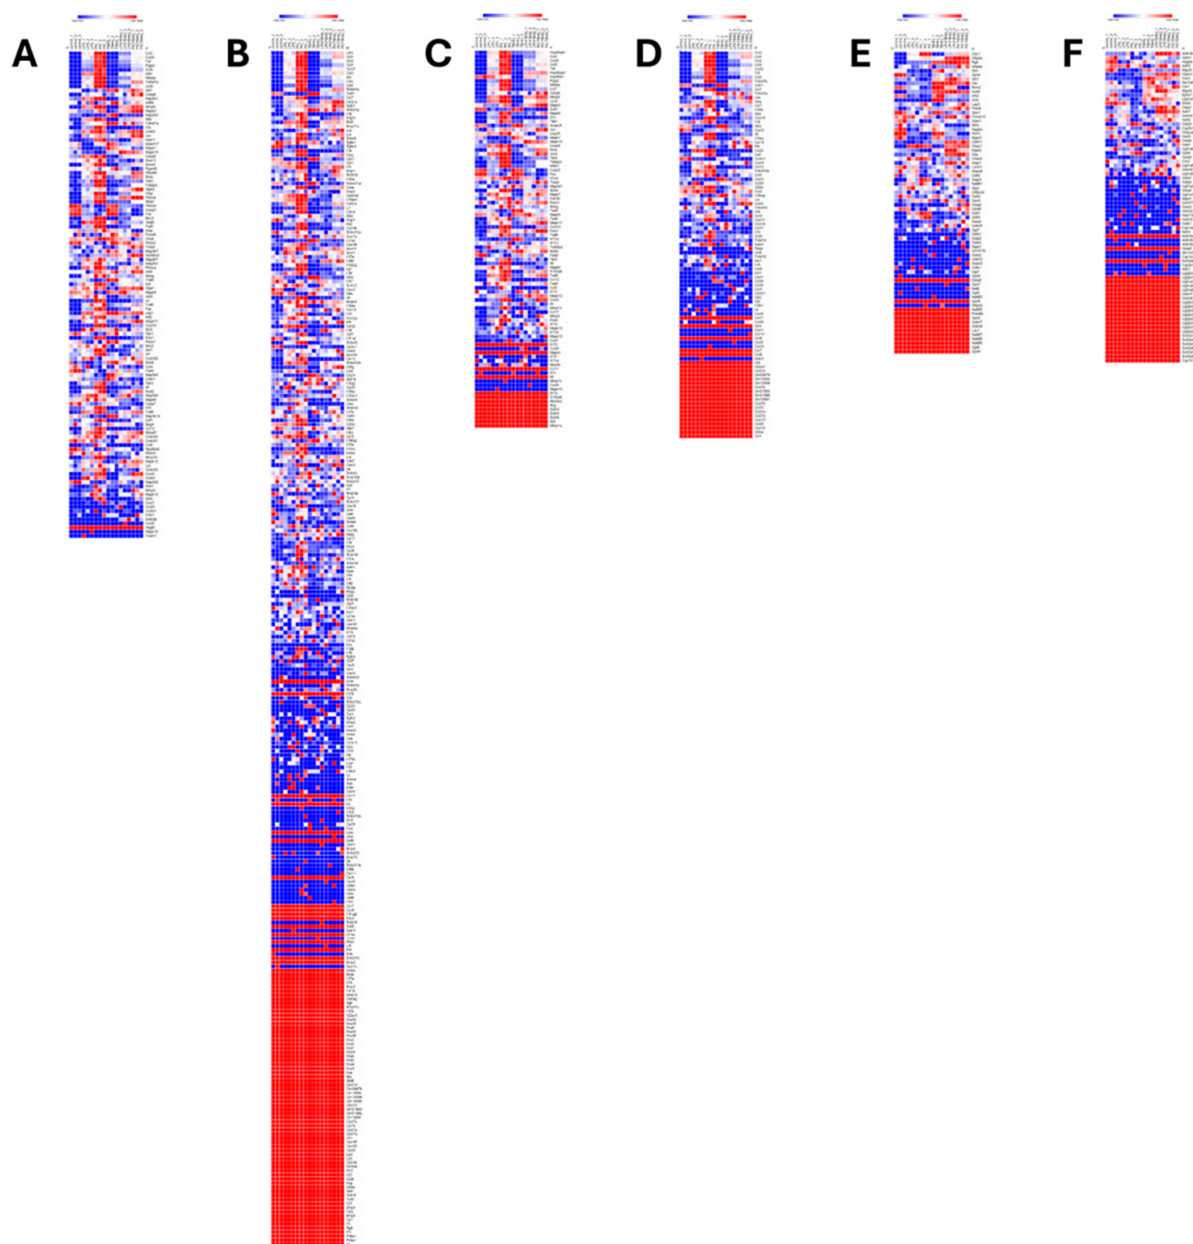

**Supplemental Figure 4.** Heatmaps of the full Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways selected for further analysis in the body of the paper. A) TNF signaling pathway (mmu04668), including 118 genes. B) Cytokine cytokine receptor interaction (mmu04060), including 293 genes. C) IL-17 signaling pathway (mmu04657), including 93 genes. D) Viral protein interaction with cytokine and cytokine receptor (mmu04061), including 95 genes. E) Glutathione metabolism (mmu00480), including 72 genes. F) Metabolism of xenobiotics by cytochrome P450 (mmu00980),

including 75 genes. A-D represents the four most biologically significant upregulated KEGG pathways across treatments related to inflammation. Heatmaps E-F are the two most biologically significant and upregulated KEGG pathways related to cellular metabolism, specifically enriched in TBHQ treatments.

## **Supplemental Methods: Generation of mAb AW-12**

### **Supplemental Materials and Methods**

#### ***Development of a pan-vertebrate-specific antibody against ACOD1: Immunogen design***

Generation of the anti-ACOD1 monoclonal antibody began with the design of an immunogenic synthetic peptide. The sequence was chosen based on Hopp–Woods hydrophilicity profiles (<https://web.expasy.org/protscale/>), NIH-Ab-designer algorithms (<https://esbl.nhlbi.nih.gov/AbDesigner/>), Immune Epitope Data Base algorithms (<https://www.iedb.org>), and peptide solubility (<http://pepcalc.com>) algorithms. The final peptide sequence from full length mouse ACOD1 (Gene Bank: NP\_032418.1) was then checked for possible negative internal amino acid interactions. These sites and algorithms were last visited on January 10, 2024. The synthetic peptide was synthesized and a portion conjugated to keyhole limpet hemocyanin (KLH) (Innovogen, Sweden) at the n-terminus of the peptide using a cysteine bridge. Unconjugated peptide was used to screen anti-sera and primary hybridomas prior to cloning by limiting dilution. The synthetic peptide was also chosen based on a conserved epitope shared across vertebrate phyla (Table 1 below).

### ***Development and characterization of a monoclonal antibody against ACOD1***

Six-week-old female Balb/c mice (Charles River) were used for immunizations and housed at Godley Snell Animal Facility, a Clemson University IACUC approved facility under an IACUC-approved AUP protocol. Mice were given a subcutaneous (s.c.) injection with 100 µg of immunogen in 0.9% saline containing TiterMax 21 Gold® adjuvant on day 1. Two weeks later mice were given a booster immunization using Freund's incomplete adjuvant. Additionally, further booster immunizations (s.c.) were administered without adjuvant in 21-day intervals, and the final immunization was given intraperitoneally. Five days following the final immunization, mice were euthanized via slow lethal CO<sub>2</sub> hypoxia, bled by cardiac puncture to collect polyclonal antisera, and their spleens were removed via aseptic technique. Spleen cells were fused with Sp2/m1L6 myeloma cells (ATCC # CRL-2016) using ClonaCell™-HYPEG (StemCell Technologies, #03806). Screening and cloning of respective hybridomas was done following previously published methods [1,2]. Primary hybridomas were cultured in DMEM supplemented with 10% FBS, 20 mM HEPES, 10 mM L-glutamine, 100 µg/mL penicillin, 100 µg/mL streptomycin, 110 µg/mL sodium pyruvate, 1% non-essential amino acids (from a 100× stock), 4.5 g/L glucose, 10 µg/mL gentamycin, and 5 µg/mL nystatin.

Primary hybridoma supernatants were then screened by ELISA for reactivity against the unconjugated target polypeptide. The resulting antibodies against the peptide included polyclonal anti-sera, which was subjected to protein-A/G purification steps to obtain purified IgG antibody, and several primary hybridoma supernatants. One primary hybridoma (mAb AW-12) was subsequently cloned and the isotype

determined using a Mouse Rapid-Isotype Kit® (Fisher Scientific) as an IgG<sub>2a</sub> K immunoglobulin.

**Table 1. Amino acid sequences of predicted most immunogenic ACOD1 peptides (underlined) from representative vertebrates (F, fish; Rp, reptile; Avian, Av; Mammal, M) demonstrating a highly conserved core ACOD1 epitope (TFYGHWRKPL). Mice were immunized with synthetic mouse ACOD1 peptide conjugated to KLH at the C-terminus cysteine (C) and resulting hybridomas screened against the unconjugated peptide by ELISA. Positive hybridomas were subsequently re-screened by ELISA against the core sequence (TFYGHWRKPL) to obtain mAb AW-12 with reactivity across vertebrate taxa.**

| ACOD1 amino acid sequence | Species                                  | Accession number |
|---------------------------|------------------------------------------|------------------|
| DTFYGHWRKPLSQE            | Mouse, <i>M. musculus</i> (m)            | NP_032418.1      |
| DTFYGHWRKPLSQE            | Human, <i>H. sapiens</i> (m)             | NP_001245335.1   |
| DTFYGHWRKPLSQE            | Rat, <i>R. norvegicus</i> (m)            | NP_001100752.1   |
| DTFYGHWRKPLSQE            | Rainbow trout, <i>O. mykiss</i> (f)      | XP_021434284.2   |
| NTFYGHWRKPLSQE            | Channel catfish, <i>I. punctatus</i> (f) | XP_017326109.1   |
| DTFYGHWRKPLSQE            | Zebrafish, <i>D. rerio</i> (f)           | NP_001119928.1   |
| NTFYGHWRKPLSQQ            | Mummichog, <i>F. heteroclitus</i> (f)    | XP_012719711.2   |
| NTFYGHWRKPLSHE            | Fathead minnow, <i>P. promelas</i> (f)   | XP_039524869.1   |
| DTFYGHWRKPLSKE            | Clawed frog, <i>X. trpicalis</i> (am)    | XP_002931983.3   |
| NTFYGHWRKPLTKG            | Chicken, <i>G. gallus</i> (av)           | XP_015130858.1   |
| DTFYGHWRKPLSTD            | Green sea turtle, <i>C. midas</i> (r)    | XP_007058232.1   |
| TFYGHWRKPL                | Conserved ACOD1 epitope                  | All the above    |

## References

1. Margiotta, A.L.; Bain, L.J.; Rice, C.D. Expression of the Major Vault Protein (MVP) and Cellular Vault Particles in Fish. *The Anatomical Record* **2017**, *300*, 1981-1992, doi:10.1002/ar.23645.
2. Anderson, A.L.; Dubanksy, B.D.; Wilson, L.B.; Tanguay, R.L.; Rice, C.D. Development and Applications of a Zebrafish (*Danio rerio*) CYP1A-Targeted Monoclonal Antibody (CRC4) with Reactivity across Vertebrate Taxa: Evidence for a Conserved CYP1A Epitope. *Toxics* **2022**, *10*, 404.

How the deposited data were processed for this re-analysis (not part of the article)

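RNA from a mouse macrophage cell line was sequenced in 18 libraries, 3 for each of 6 conditions: untreated control, TBHQ alone (5 µM for 4 h), LPS (0.1 µg/mL for 12 h), PIC (20 µg/mL for 12 h), and each stimulus after TBHQ. The replicate numbers in the library names carry no stated pairing, and replicates were treated as independent. The authors deposited raw counts per gene, obtained by counting aligned fragments on genes. The authors also deposited FPKM values, which are the counts divided by gene length and library total and, as tested on the values, multiplied by a constant for each library. The gene length that the authors list for each gene, in bases, was used to recompute FPKM. DESeq2 and edgeR were run on the counts only.

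Counts were read with Python 3.11.15 (pandas 2.3.3, numpy 2.4.6, scipy 1.17.1) and tested in R 4.3.3. In edgeR 4.0.16, genes were filtered with filterByExpr, normalized by TMM, and tested with glmQLFit and glmQLFTest in a fit over the 18 libraries with 1 coefficient per condition. p-values were adjusted by the Benjamini-Hochberg method over all genes tested. The common dispersion was 0.00192. Of 56748 genes, 27701 had a count and 13691 were tested. Comparisons with the control were called at an FDR below 0.01 and a |log2FC| above 2. Direct comparisons (LPS + TBHQ against LPS, PIC + TBHQ against PIC, PIC against LPS, and the difference between the first 2) were called at an FDR below 0.05. Log2 CPM (counts scaled to a common library total) used a prior count of 2. Gene lists were tested with camera in limma 3.58.1 at an inter-gene correlation of 0.01, and by exact permutation of the condition labels, for which 3 libraries against 3 give no two-sided p below 0.1. The PCA used log2(FPKM + 1) of genes with a mean FPKM of at least 1. Figures were drawn with matplotlib 3.10.9.

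The depth was 14423390 to 18851626 counts per library, and 3 counts were taken as the floor of detection. A fold change against a group at or under this floor can only be a lower bound. Where an estimate is printed for such a group, as for *Cxcl3* and *Gsta3*, it depends on how low counts are handled. Counting error alone does not cover the variation between replicates, which the dispersion of the model takes up. The tests were tested on simulated data built from the counts, in which 200 genes with a mean of at least 50 counts were changed. Each was changed by 1 or by 3 on the log2 scale, up or down. edgeR recovered 200 of them with 12 false calls, DESeq2 1.42.0 recovered 199 with 10 false calls, and the difference between stimuli was recovered for 195 genes in edgeR with 17 false calls, or 8.02% of the calls at an FDR below 0.05. Of 100 genes changed by 3 on the log2 scale, 100 passed the threshold, and no unchanged gene did. No response to LPS or PIC and no smaller change was simulated. The genes called in the direct comparisons with TBHQ had a median |log2FC| of 0.28 within LPS and 0.30 within PIC. The recovery and the share of false calls therefore do not cover changes of that size.

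The text names every gene the paper names, those of the 5 highest and the 5 lowest genes of each direct comparison with TBHQ that are not in Figures 6A and 7A, and a number of genes from lists written from general knowledge before the counts were read. The 5 highest and lowest were taken by log2FC among genes with an FDR below 0.01, a mean of at least 50 counts over all libraries and no overlap between the 3 libraries of each condition. Of the genes from the lists, those to be named singly were picked after the values of *Nqo1*, *Slc7a11*, *Srxn1* and *Ifnb1* had been seen. The result for 1 gene picked from these lists is not reported here. The lists hold interferon-stimulated, antioxidant response, NF-κB, pentose phosphate pathway, mitochondrial biogenesis and interferon genes. Genes of Figures 6A and 7A were read from the figures. Interferon and glutathione sets from Reactome, as distributed with fgsea 1.28.0, were used as alternatives. The share of each named gene's transcript sequence that also occurs in another gene was computed from words of 50 bases, with 10% as the limit for remark.

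The alternatives were DESeq2 on all 18 libraries or on the conditions compared only, edgeR on the conditions compared only, RLE size factors or total library size in place of TMM, no filter on low counts or a mean of at least 50 counts (10451 genes), the replicate number as a factor, other thresholds, limma on log2(FPKM + 1) and log2(FPKM + 0.1), and leaving out each library in turn. The KEGG pathway sets were not used here, so enrichment was not recomputed. Protein and functional assays were not analysed here. Positions are those of the authors' files.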

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

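The tests of thinned counts, of GC content and length, of shared sequence, of lists matched for induction, and of libraries or TBHQ labels exchanged were chosen only after the result was seen. The comparisons, the thresholds, the alternatives and the gene lists were chosen before the data were examined, except the means of the interferon-stimulated genes for the difference between the stimuli and for LPS + TBHQ against the control, and the alternatives run for these 2 means, which were added later.

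For 15 named genes the change with TBHQ differed between PIC and LPS at an FDR below 0.05 in edgeR's quasi-likelihood test, as the log2FC within PIC minus that within LPS. The difference was negative for *Tnf* (-0.58, standard error 0.053, FDR = 1.8e-08), *Cxcl2* (-0.54, standard error 0.14, FDR = 5.1e-04), *Ptgs2* (-0.42, standard error 0.10, FDR = 1.3e-04), *Csf3* (-0.40, standard error 0.067, FDR = 0.00506), *Slc7a11* (-0.31, standard error 0.043, FDR = 2.0e-04), *Tnfaip3* (-0.30, standard error 0.043, FDR = 0.00142), *Nfkbia* (-0.27, standard error 0.041, FDR = 0.00510) and *Nfkb1* (-0.22, standard error 0.040, FDR = 0.0263). It was positive for *Ifit3* (1.32, standard error 0.24, FDR = 6.0e-07), *Serpinb2* (1.31, standard error 0.14, FDR = 3.0e-04), *Gbp5* (1.19, standard error 0.22, FDR = 0.0126), *Rsad2* (0.69, standard error 0.094, FDR = 3.6e-07), *Irf7* (0.63, standard error 0.053, FDR = 3.6e-10), *Ifit1* (0.54, standard error 0.068, FDR = 7.6e-04) and *Isg15* (0.46, standard error 0.078, FDR = 1.2e-04). A negative value for a gene lowered by TBHQ means a larger fall under PIC, and a positive value a larger fall under LPS. *Slc7a11* rose with TBHQ, and rose less under PIC. *Serpinb2*, *Gbp5* and *Ifit3* were named for their low log2FC within LPS, and that choice by itself favours a positive difference.

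Scaling of the libraries could shift all differences alike. With total library size in place of TMM, 14 of the 15 genes kept their sign and an FDR below 0.05, and *Nfkb1* did not (-0.18, FDR = 0.0749). *Gbp5* and *Serpinb2* changed sign with limma on log2(FPKM + 1), so their direction depends on the method. With DESeq2 on all libraries 13 kept both, and with the replicate block 15. On the FPKM values only 6 kept both with limma on log2(FPKM + 1) and 2 with log2(FPKM + 0.1), so most of these differences depend on testing the counts. Over all genes, whole pairs of same-numbered libraries with and without TBHQ were moved between the stimuli in a paired fit. In 1 of 10 such splits, the real one with 320 genes, the count was as large, and the others gave at most 2 genes. Exchanging the TBHQ labels within each stimulus gave as many genes as the 241 of the real labels in 5 of 32 splits and up to 5253, but such splits also carry the common effect of TBHQ. As 10 splits can give no share under 0.05, and the exchanged labels mix in the common effect, these counts could not decide whether the differences are an accident of how the libraries fall into groups.

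The mean of the 40 tested interferon-stimulated genes also differed between the stimuli, by 0.49, with 24 genes positive and 0 negative at an FDR below 0.05 over all genes, or 30 and 0 over the list alone. At an unadjusted p below 0.05, 0 were negative. The mean was 0.53 with total library size, 0.50 after thinning every library to 14423390 counts, 0.48 after removing the trend on GC content and gene length, and 0.50 over the 30 genes that share less than 10% of their sequence with another gene. None of these removed it. Lists of genes that PIC and LPS had induced to a matched degree had a mean of -0.11, and the share of 10000 such lists with a mean as large was 0.0001, the smallest possible. When whole pairs were moved between the stimuli, 1 of 10 splits had a mean as large as the real 0.47, and the others had at most 0.20. With the TBHQ labels exchanged 23 of 32 did, which also carry the common effect of TBHQ. A candidate explanation is that TBHQ acts on interferon-stimulated transcription through a step that LPS and PIC use to a different extent. This remains a hypothesis that was not tested, and 10 splits are too few to give a share under 0.05.

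The genes with the highest and the lowest log2FC with TBHQ were taken among those with an FDR below 0.01, a mean of at least 50 counts and no overlap between the libraries with and without TBHQ, which 10% of genes show by chance. Of the 5 lowest, 2 within LPS and 4 within PIC belong to Figure 6A and are left out here. The other low ones within LPS were *Serpinb2* (ENSMUSG00000062345, chromosome 1, 107439153 to 107463208) at -3.54 (standard error 0.13, FDR = 9.9e-18), *Gbp5* (ENSMUSG00000105504, chromosome 3, 142199739 to 142228105) at -3.13 (standard error 0.19, FDR = 3.9e-14) and *Ifit3* (ENSMUSG00000074896, chromosome 19, 34560931 to 34566131) at -3.12 (standard error 0.19, FDR = 1.5e-21), and the highest were *Il36g* (ENSMUSG00000044103, chromosome 2, 24076488 to 24083580) at 2.48 (standard error 0.22, FDR = 4.0e-10), *Serpinb1b* (ENSMUSG00000051029, chromosome 13, 33262558 to 33278363) at 1.52 (standard error 0.11, FDR = 3.0e-07), *Cacng8* (ENSMUSG00000053395, chromosome 7, 3439199 to 3464164) at 1.43 (standard error 0.18, FDR = 2.7e-09), *Gm17828* (ENSMUSG00000098893, chromosome 9, 72199824 to 72200622) at 1.42 (standard error 0.41, FDR = 0.00100) and *Calr3* (ENSMUSG00000019732, chromosome 8, 73178020 to 73197714) at 1.40 (standard error 0.29, FDR = 1.0e-05). Within PIC it was *Gm18445* (ENSMUSG00000103588, chromosome 1, 173814492 to 173829538) at -2.35 (standard error 0.12, FDR = 1.3e-17) on the low side, and there were *Calr3* at 2.14 (standard error 0.10, FDR = 2.9e-08), *Cacng8* at 2.05 (standard error 0.10, FDR = 1.9e-12), *Serpinb1b* at 1.94 (standard error 0.10, FDR = 3.3e-09), *Il36g* at 1.88 (standard error 0.16, FDR = 1.4e-09) and *Myh14* (ENSMUSG00000030739, chromosome 7, 44255227 to 44320267) at 1.84 (standard error 0.21, FDR = 1.0e-10) on the high side.

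Fragments shared with other genes could produce such values. Of these 10 genes 3 share at least 10% of their 50-base words with another gene: *Gm17828* 77.1%, *Ifit3* 51.2% and *Gm18445* 13.0%. For the other 7 this explanation does not apply at that limit. *Gm17828* changed by 0.32 (standard error 0.38, FDR = 0.472) within PIC, and with limma on log2(FPKM + 1) its value within LPS was 1.29 with an FDR of 0.0885. *Il36g* had no counts in the control. No other technical explanation was tested for these genes singly, so they may reflect TBHQ but no biological explanation was tested for them.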

How the results depend on the processing

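The mean of the interferon-stimulated genes for LPS + TBHQ against the control, and that for the difference between the stimuli, were added after the data were seen, and so were the alternatives run for them. All alternatives that were set out ran.

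RLE size factors, DESeq2 on all libraries and the replicate number as a factor kept every recomputed count of genes within 1.5 times its value. So did an FDR below 0.05 beside the fold-change limit and an unadjusted p below 0.01. Of these alternatives, only RLE size factors and the replicate number as a factor were run for the means of the gene lists. With them no mean lost its direction or its side of the threshold. The percent decrease with TBHQ stayed at 32.8 to 44.8 for LPS and 33.1 to 44.7 for PIC over 11 alternatives.

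A mean of at least 50 counts lowered the genes past the threshold to 7 with TBHQ, 116 with LPS, 246 with PIC, 64 with LPS + TBHQ and 146 with PIC + TBHQ, those past it with and without TBHQ to 51 and 131, and those only with TBHQ to 13 and 15. Many genes past the threshold therefore have few counts. A |log2FC| above 1 raised the same numbers to 190, 880, 1645, 591 and 1100, to 443 and 902, and to 148 and 198. With the 2 conditions compared only, TBHQ gave 16 genes in edgeR and 16 in DESeq2, and PIC against LPS 2486 in DESeq2. An FDR below 0.01 with a |log2FC| above 2 left 53 genes for LPS + TBHQ against LPS, 41 for PIC + TBHQ against PIC, 42 for PIC against LPS and 0 for the difference between the stimuli, for which 1940 genes had an unadjusted p below 0.05. Without a filter on low counts that difference had 380 genes. For these changes the cause was not tested.

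The Reactome interferon set gave -0.11 for TBHQ against the control and -0.025 for LPS + TBHQ against the control, neither past the threshold. The exact permutation test, whose smallest possible p is 0.1, gave means of -0.62 with TBHQ, -1.34 within LPS, -0.89 within PIC and -0.29 for LPS + TBHQ against the control for the interferon-stimulated genes, and 1.02, 0.64 and 0.65 with TBHQ, within LPS and within PIC for the antioxidant genes. The first component of the PCA held 48.3% with log2(FPKM + 0.1), 46.6% with all genes above 0, 69.8% with DESeq2's vst, 68.6% with the 500 genes of highest variance and 42.9% with unit variance. The cause was not tested.

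Over the fits that each left out 1 library, the difference between the stimuli had 160 to 354 genes in 12 fits and the first component held 59.6% to 62.6% in 18. The genes past the threshold ran from 24 to 37 with TBHQ, 212 to 247 with LPS, 499 to 527 with PIC, 133 to 153 with LPS + TBHQ and 285 to 315 with PIC + TBHQ.

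Total library size moved the median of all genes by -0.217 for PIC against the control, -0.149 for PIC + TBHQ against the control and -0.129 for PIC against LPS, and with it the directions. PIC + TBHQ against PIC then had 3398 genes higher and 1436 lower, and LPS + TBHQ against LPS 2061 and 1401. It reversed *Cbr3* (-0.067) and *Gclc* (-0.065) with LPS, and *Chac1* (0.058), *Cxcl3* (0.053) and *Tfam* (0.022) within PIC. The median of all genes moved by -0.088 for LPS against the control and by 0.069 for PIC + TBHQ against PIC. Each of these genes moved by about that common shift, so the reversals say little about the single genes. With limma on log2(FPKM + 1), the differences of *Gbp5* (-0.41) and *Serpinb2* (-0.016) between the stimuli reversed. Leaving out 1 library reversed values that were near 0 or at few counts, with ranges of -0.18 to 0.011 for *Adh7* with PIC, -0.080 to 0.079 for *Cbr3* and -4.5e-05 to 0.045 for *Gclc* with LPS, -0.042 to 0.0061 for *Chac1* within PIC, -0.15 to 0.25 within LPS and -0.083 to 0.024 within PIC for *Cxcl3*, and, with TBHQ, -1.48 to 0.32 for *Ccl12*, -0.034 to 0.47 for *Gstp1*, -0.054 to 3.08 for *Gstp3*, -0.41 to 2.34 for *Il1b* and -0.10 to 0.018 for *Ppargc1b*. The cause was not tested. Of the other values of named genes, 25 became weaker with limma on log2(FPKM + 0.1), 16 with log2(FPKM + 1), 10 with DESeq2 on the conditions compared only, 6 with DESeq2 on all libraries, 5 with total library size, 3 with no filter on low counts, 2 with edgeR on the conditions compared only and 32 in the fits without 1 library.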

Differences from the paper's values

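Of 112 values of Table 1 that were compared, 107 lay within the replicate SD. The log2FC of *Cxcl3* was 7.29 with LPS against the paper's 6.76, 7.36 with LPS + TBHQ against the paper's 6.84, 9.04 with PIC against the paper's 8.53 and 9.03 with PIC + TBHQ against the paper's 8.51. The control had no counts of *Cxcl3*, so these values depend on how genes without counts are handled. The gaps compare that handling and not the measured levels. Of the alternatives set before the data were examined, DESeq2 on all libraries gave 6.76, 6.83, 8.53 and 8.51 and DESeq2 on the conditions compared only gave 6.76, 6.84, 8.53 and 8.51. For LPS + TBHQ the value without LPS+TBHQ replicate 1 was 7.13, also within the spread of the paper's, and no other alternative closed these gaps. The log2FC of *Mmp9* with TBHQ was -0.61 against the paper's 0.61, and none of the alternatives set before the data were examined closed that gap.

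With LPS + TBHQ, 17 genes passed the threshold below the control against about 30 in Fig. 4A, read by eye. Total library size gave 20, no filter on low counts 27, and the fits without control replicate 1, 2 or 3 gave 25, 21 and 22 and that without LPS+TBHQ replicate 1 gave 21, which lie within 1.5 times of it. The other alternatives set before the data were examined did not.

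The paper states a larger decrease in the number of genes with TBHQ: here it fell by 41.1% for LPS and by 39.7% for PIC, and 58.9% and 60.3% of the number remained. The alternatives gave 32.8% to 44.8% and 33.1% to 44.7%, and none reached the paper's values. The paper also states more genes that passed only with TBHQ. Over both directions they were 40 for LPS and 51 for PIC here, of which 30 and 36 were higher than the control, while the legend of Figure 4 speaks of up-regulated genes. With no filter on low counts they were 58 and 70 over both directions.

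The paper states that TBHQ alone increased none of the pro-inflammatory genes. After 4 h of TBHQ the log2FC was 2.22 for *Csf3*, 1.35 for *Ptgs2*, 0.93 for *Cxcl2*, 0.88 for *Acod1*, 0.68 for *Tnf*, 0.65 for *Cxcl10*, 0.55 for *Ccl2*, 0.40 for *Nfkbia* and 0.26 for *Nfkb1*, each at an FDR below 0.05, and the paper's Table 1 lists these genes as raised too. Harvest time also differed between these cells and the control, so the rises cannot be laid to TBHQ with certainty. The paper states that TBHQ raised the metabolic genes before stimulation. *Adh7* changed by -0.67 (standard error 0.12, FDR = 1.3e-04), *Gstp1* by 0.17 (standard error 0.35, FDR = 0.616), *Gstp3* had at most 3 counts with TBHQ alone and in the control, and *Gsta3* had too few counts to be tested. DESeq2 on all libraries gave *Gsta3* 2.46 with LPS + TBHQ and 2.69 with PIC + TBHQ against the control, and no filter on low counts gave 2.39 and 2.60. Without the filter on low counts *Gsta3* had a log2FC of 4.22 for LPS + TBHQ against LPS (FDR = 7.7e-04). The LPS libraries had 0 to 1 counts of *Gsta3*, and the control was at or under the floor of 3 counts. The sizes of these *Gsta3* values therefore depend on how low counts are handled. With the stimuli, *Hmox1* was lower with TBHQ, by -0.30 and -0.16, and *Gstp3* within PIC by -1.51.

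The paper states that the transcripts of *Acod1* were reduced with TBHQ. Within LPS the FDR was 0.0841, and over its alternatives it ran from 1.5e-04 to 0.546. It was below 0.05 with the replicate block (0.0431), with no filter on low counts (5.8e-04), and on the conditions compared only with edgeR (0.00296) and with DESeq2 (1.5e-04). The paper's Table 1 gives *Mmp9* a smaller log2FC with TBHQ than without it, and its change within LPS had an FDR of 0.196, with 0.112 to 0.735 over its alternatives. The paper's Table 1 leaves *Nos2* with TBHQ and *Cbr3* with PIC without a value, and here they changed by -0.18 (standard error 0.075, FDR = 0.00818) and -0.31 (standard error 0.13, FDR = 0.0245). The paper states which pair of pathways shared the most genes, and here that pair was tied with others with LPS + TBHQ (7 genes) and PIC + TBHQ (12 genes).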

Other observations

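The tests of thinned counts, of GC content and length and of shared sequence, the slopes, the rank correlations, and the splits for the genes past the threshold only with TBHQ and for the interferon-stimulated genes with LPS + TBHQ against the control were chosen only after the result was seen.

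With TBHQ alone the 40 interferon-stimulated genes had a mean log2FC of -0.64 against the control (p = 5.9e-50, camera; p = 0.1, exact permutation, its smallest possible value), with 36 lower and 1 higher at an FDR below 0.05, or 37 and 1 over the list alone. LPS + TBHQ lay below the untreated control, at a mean of -0.32 (p = 6.8e-04, camera; p = 0.1, exact permutation) with 25 lower and 8 higher, or 26 and 8 over the list alone. The mean with total library size, after thinning, after removing the trend on GC content and length, and over genes with little shared sequence was -0.65, -0.66, -0.62 and -0.60 with TBHQ alone, and -0.38, -0.35, -0.29 and -0.33 for LPS + TBHQ against the control. It was -1.36, -1.41, -1.38 and -1.38 within LPS, and -0.83, -0.91, -0.90 and -0.88 within PIC. The 10 genes with the most counts took 5.83% to 6.90% of a library. A candidate explanation is that TBHQ lowers basal interferon-stimulated transcription. For TBHQ alone, the difference in harvest time from the control could also produce it, and this was not tested. The Reactome interferon set did not show it, and no library of TBHQ alone after the longer time was analysed here.

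Regrouping the 6 libraries of 2 conditions gives 10 splits, of which 4 part all 3 same-numbered pairs. The real split had the largest result in 1 of 4 for the counts of genes past the threshold against the control, for the genes that differed with TBHQ and between PIC and LPS, for the genes of Figures 6A and 7A, for the percent decrease, for the small number of shared genes, and for the means of the interferon-stimulated and antioxidant genes. The other splits gave 0 genes for the counts of called genes and of the listed genes, decreases of at most 27.8% for LPS and 19.4% for PIC, 109 to 116 and 297 to 305 shared genes, and means of at most 0.41. For the genes past the threshold only with TBHQ, 4 of 4 splits gave as many for LPS and 4 of 4 for PIC, and up to 71 and 111 genes. These 4 of 4 compare unlike counts, as the real split was scored by the genes past the threshold only with TBHQ. The other splits were scored by the larger of the counts on either side. By that larger count the real split had 132 genes for LPS and 245 for PIC, more than the others. This comparison therefore does not test the genes past the threshold only with TBHQ. 4 splits can give no share under 0.05, so for the other results, where the real split was the largest, this count could not decide the question.

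The change with TBHQ fell with the size of the response to the stimulus over 13691 genes. Measured on different replicates for the 2 axes, so that they share no noise, the slope was -0.26 for LPS and -0.24 for PIC, against -0.32 and -0.28 with all libraries. The trend is thus not explained by shared noise alone, and a proportional reduction of the response is a candidate explanation for it.

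The change after 4 h of TBHQ ran with the change with TBHQ within each stimulus. The rank correlation was 0.216 within LPS and 0.121 within PIC over all genes, and 0.198 and 0.112 over 12939 and 12871 genes within a 2-fold change in both. Part of the difference between stimulated cells with and without TBHQ may precede the stimulus, but the control and TBHQ libraries also differ in harvest time, and the share of that was not tested.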
